# Long non-coding RNA repertoire and open chromatin regions constitute midbrain dopaminergic neuron - specific molecular signatures

**DOI:** 10.1038/s41598-018-37872-1

**Published:** 2019-02-05

**Authors:** J. Gendron, C. Colace-Sauty, N. Beaume, H. Cartonnet, J. Guegan, D. Ulveling, C. Pardanaud-Glavieux, I. Moszer, H. Cheval, P. Ravassard

## Abstract

Midbrain dopaminergic (DA) neurons are involved in diverse neurological functions, including control of movements, emotions or reward. In turn, their dysfunctions cause severe clinical manifestations in humans, such as the appearance of motor and cognitive symptoms in Parkinson’s Disease. The physiology and pathophysiology of these neurons are widely studied, mostly with respect to molecular mechanisms implicating protein-coding genes. In contrast, the contribution of non-coding elements of the genome to DA neuron function is poorly investigated. In this study, we isolated DA neurons from E14.5 ventral mesencephalons in mice, and used RNA-seq and ATAC-seq to establish and describe repertoires of long non-coding RNAs (lncRNAs) and putative DNA regulatory regions specific to this neuronal population. We identified 1,294 lncRNAs constituting the repertoire of DA neurons, among which 939 were novel. Most of them were not found in hindbrain serotonergic (5-HT) neurons, indicating a high degree of cell-specificity. This feature was also observed regarding open chromatin regions, as 39% of the ATAC-seq peaks from the DA repertoire were not detected in the 5-HT neurons. Our work provides for the first time DA-specific catalogues of non-coding elements of the genome that will undoubtedly participate in deepening our knowledge regarding DA neuronal development and dysfunctions.

## Introduction

Midbrain dopaminergic (DA) neurons account for the majority of DA neurons in the adult brain^1,2^. They are mostly located within two structures, the *substantia nigra pars compacta* (SNpc) and the ventral tegmental area (VTA), both originating from the ventral mesencephalon during development. DA neurons from the SNpc project to the dorsolateral striatum and caudate putamen, thereby forming the nigrostriatal pathway involved in the control of voluntary movements. Their progressive but massive neurodegeneration in Parkinson’s Disease is responsible for the appearance of the motor symptoms that principally include rigidity, bradykinesia and tremor^3,4^. DA neurons from the VTA participate to the mesocorticolimbic pathway, associated with emotion and reward, as they innervate the ventral striatum and prefrontal cortex. Dysfunctions of these neurons have been linked to several human pathologies, in particular schizophrenia, depression and drug addiction^5^. Moreover, DA neurons from the VTA also degenerate in Parkinson’s Disease but to a lesser extent than the SNpc neurons^6–8^.

An increasing number of studies highlight the diversity of the midbrain DA neuronal subtypes from the molecular to the electrophysiological levels, not only between SNpc and VTA, but also within these two structures^9–12^. Thus, using single cell RNA-seq to identify cell-specific molecular signatures, it has recently been shown that adult midbrain DA neurons are subdivided into five subtypes that arise from only two populations of embryonic DA neurons^9^. Importantly, these two fetal subtypes do not each give rise to the SNpc or the VTA, but both participate to the emergence of these adult midbrain regions. In terms of spatial organization however, embryonic DA neurons segregate into two populations that will each define the future SNpc and VTA^13^. This spatial distribution occurs after the radial migration of differentiating DA neurons from the ventricular zone to the mantle layer of the ventral mesencephalon, creating an intermingled pool of DA neurons that will later constitute the SNpc and the VTA. Then, from gestation day 14.5 to 15.5 (E14.5–E15.5) SNpc neurons migrate tangentially, creating a spatial subdivision between the midbrain DA neurons in mouse embryos^14^. Therefore at stage E14.5, mesencephalic DA neurons constitute a roughly spatially and molecularly homogeneous population, suggesting that this embryonic stage constitutes a developmental crossroad before the important diversification of DA neuronal subsets.

So far, molecular signatures defining DA neuronal subtypes have been obtained using transcriptomic data only focused on protein-coding genes^9,10^. However, recent developments suggest that non-coding elements of the genome such as long non-coding RNAs (lncRNAs) or active regulatory sequences, including promoters or enhancers, constitute repertoires displaying a greater cell specificity than protein-coding genes^15–20^. LncRNAs are increasingly scrutinized for their multiple regulatory functions from the epigenetic to the post-translational levels^21–24^, and for their involvement in crucial developmental and cellular processes, such as neuronal differentiation^17,25–28^. Importantly, genetic mapping of single nucleotide polymorphisms (SNPs) in human pathologies demonstrated that the majority of the SNPs fall into non-coding regions^29,30^. Consistent with this observation, literature linking lncRNAs as well as active regulatory sequences to human diseases, including Alzheimer disease, Parkinson’s Disease, Schizophrenia, drug addiction, cancer, or Diabetes, is growing^17,31–40^.

In this study, we seek to expand our knowledge on the molecular signatures displayed by mesencephalic DA neurons at E14.5 before their divergence into specific cellular subtypes involved in many physiological and pathological mechanisms. We used high throughput RNA-seq and ATAC-seq and identified novel lncRNAs and active regulatory sequences specific from this population.

## Results

### Efficient enrichment in DA neurons from mouse E14.5 ventral mesencephalon

To ensure the cell-specificity of our DA neuronal population, we FACS-purified cells originating from E14.5 ventral mesencephalon of transgenic mice expressing GFP under the control of the rat Tyrosine Hydroxylase (*Th*) promoter^41^ (Fig. 1a). Cells from the sorted populations were either cultured for 90 minutes and assessed for Th expression, or used to carry out deep RNA-seq and ATAC-seq. Immunofluorescence experiments revealed 81% of Th^+^ cells in the GFP^+^ population, and no Th^+^ cells in the GFP^−^ population (Fig. 1b), consistent with previous data from the literature^41^. In parallel, *Th* mRNA expression was analysed by RT-qPCR prior to RNA-seq, showing a 90 fold enrichment in GFP^+^ cells compared to the GFP^−^ control population (Fig. 1c). We generated cDNA libraries from polyadenylated RNA and mapped ∼800 million paired-end sequence reads from a total of 3 independent RNA-seq datasets originating from the GFP^+^ cells (288,046,125 reads for the first dataset; 233,351,531 for the second dataset and 394,620,452 for the third). We performed a pathway analysis on the 1500 most expressed protein-coding transcripts obtained (Fig. 1d), excluding mitochondrial genes, and observed a strong enrichment in genes associated with the terms “Parkinson’s Disease” (p-value = 2.874 × 10^−13^) and “Dopamine receptor-mediated signalling pathway” (p-value = 2.862 × 10^−6^), that appeared within the first 3 occurrences. Terms associated with other neurotransmitter systems, such as serotonergic (5-HT), GABAergic and glutamatergic receptors signalling pathways, also emerged from this analysis pathway, yet with a much less significant p-value. Accordingly, based on fragments per kilobase per million of reads (FPKM), DA lineage marker genes, from progenitors to differentiated cells, were strongly expressed (Fig. 1e), in contrast with marker genes from glutamatergic, noradrenergic, 5-HT neurons and from pericytes, radial glial like cells and endothelial cells that constitute non-neuronal cell types present in the E14.5 ventral mesencephalon^9^. GABAergic markers were however highly expressed, suggesting a slight contamination of our DA population by GABAergic neurons. This GABAergic population potentially covers the 20% Th^−^ cells observed in the FACS-sorted GFP^+^ population (Fig. 1b). Overall, the transcriptomic data, along with Th expression analyses at the protein and mRNA levels, indicate that we predominantly isolated DA neurons from E14.5 ventral mesencephalon. RNA-seq and ATAC-seq performed using this approach therefore constitute relevant tools to identify the DA repertoires of lncRNAs and active regulatory sequences.

**Figure 1:**
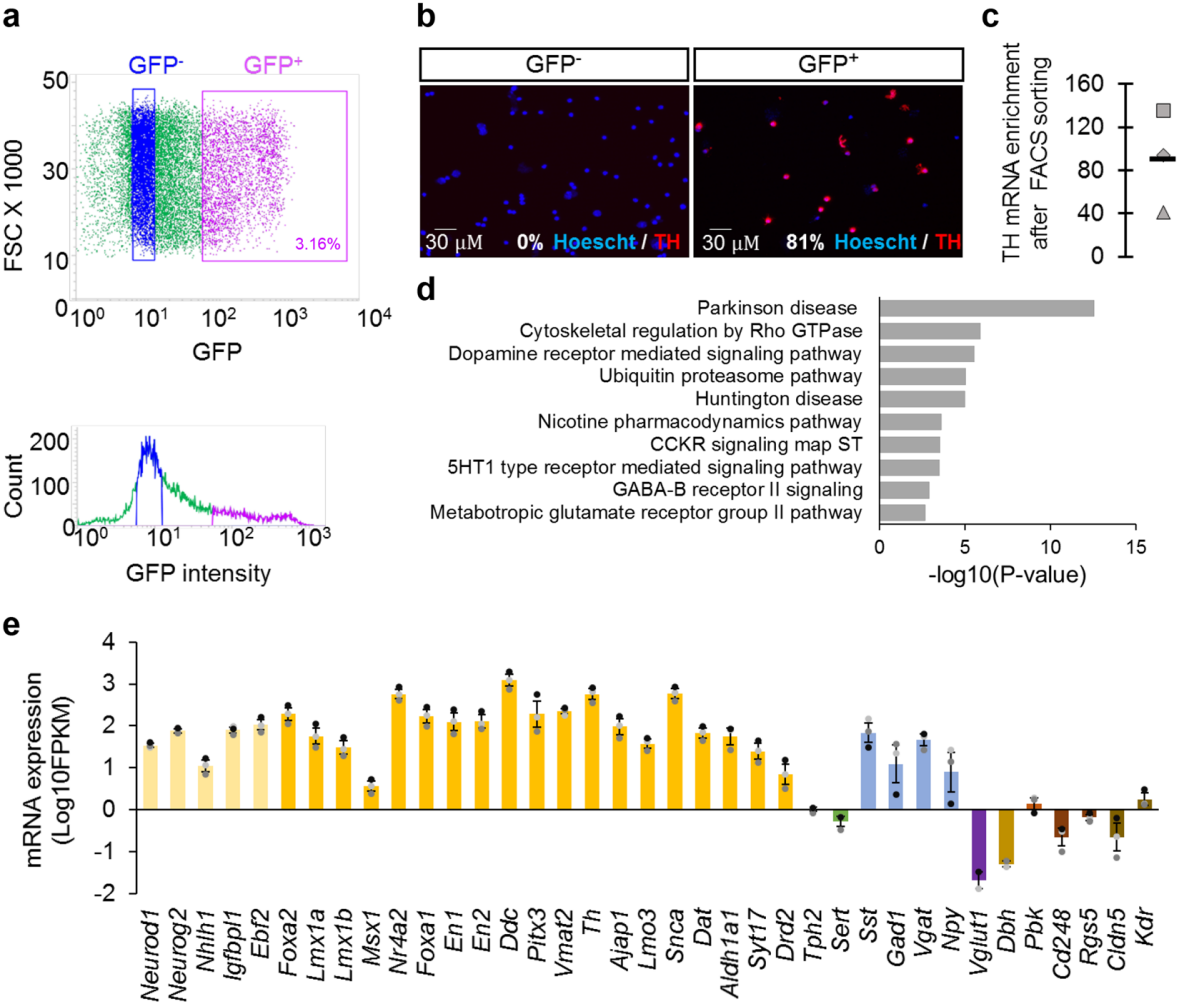
Protein-coding transcriptome of DA neurons isolated from ventral mesencephalons of E14,5 embryos expressing GFP in *Th*^+^ cells. (**a**) FACS sorting of GFP^+^ and GFP^−^ cell populations for subsequent RNA-seq and ATAC-seq analyses. (**b**) Th expression (red) assessed by immunofluorescence on GFP^+^ and GFP^−^ cells cultured for 90 minutes after FACS. Nuclei were stained using Hoechst (blue). (**c**) *Th* mRNA relative expression of 3 independent GFP^+^ cell populations used for RNA-seq (triangle, diamond and square), compared to their matching control GFP^−^ cell populations. The bar represents the mean of the 3 enrichment values. mRNA expression was normalized relatively to *Tbp* mRNA expression. (**d**) Pathway analysis (Panther 2016) performed on the 1500 most expressed protein-coding genes obtained from 3 independent RNA-seq datasets, excluding mitochondrial genes. (**e**) mRNA expression in Log10(FPKM) of numerous cellular subtype marker genes. Each circle represents mRNA expression of a marker gene from 1 RNA-seq, and the bar represents the mean of the 3 values. Error bars show standard error of the mean. The color code is as follow: pale yellow, dopaminergic progenitors; yellow, differentiating and differentiated dopaminergic neurons; green, serotonergic neurons; blue, GABAergic neurons; purple, glutamatergic neurons; mustard, noradrenergic neurons; brown, radial glial like cells; dark brown, pericytes; brown-orange, endothelial cells.

### The lncRNA repertoire of mesencephalic DA neurons

Identification of lncRNAs relied on the following criteria: i) length ≥ 200 pb, ii) expression ≥ 1 FPKM for at least one out of the 3 RNA-seq datasets and at least 2 non-null FPKM values out of the 3 RNA-seq replicates, as well as iii) low protein-coding potential as assessed by CPAT^42^. From the list of lncRNAs obtained using these parameters, we identified two categories of transcripts depending on the presence or the absence of an ATAC-seq peak at the transcription start site (TSS). Indeed, we observed that the presence of ATAC-seq peaks at TSS correlates with genes actively transcribed, independent of the level of expression (Fig. 2a). Nevertheless, sequencing polyadenylated RNA often induces a bias towards less mapped reads in the first exons, especially for long transcripts as clearly illustrated in Supplementary Fig. S1. Therefore we also took in account transcripts with multiple exons that fulfilled the first 3 criteria, but that were not associated with open chromatin at their putative TSS, in order to keep lncRNAs whose first exon(s) had potentially not been correctly sequenced. In contrast with multiexonic transcripts with identified junctions between exons, the likelihood to confuse unannotated monoexonic transcripts with transcriptional background, or even sequencing artefacts led us to discard monoexonic transcripts not associated with an ATAC-seq peak at their TSS. 

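The TSS of each of the 100 lncRNAs in Supplementary Table S1 was set against the ATAC-seq peaks of the 3 DA libraries on the mm9 genome. A TSS was counted when its nucleotide lay in a region with a peak in all 3 DA libraries, which was the case for 66 of the 100 lncRNAs (66.0%, 95% Wilson interval 56.3 to 74.5%). When the same positions were moved by 1 Mb towards lower coordinates, 1 of 100 lay in such a region, and 3 of 100 did after a move of 1 Mb towards higher coordinates. Requiring a peak in at least 1 DA library in place of all 3 raised the number to 72. Each DA library alone had a peak at 67, 69 and 71 of the 100 positions for replicates 1, 2 and 3.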

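Of the 100 lncRNAs in Supplementary Table S1, 25 carry a single exon and 75 carry several. A region of the DA open chromatin repertoire lay at the TSS of 21 of the 25 monoexonic lncRNAs (84.0%, 95% Wilson interval 65.3 to 93.6%) and of 45 of the 75 multiexonic lncRNAs (60.0%, 48.7 to 70.3%). Monoexonic transcripts without a peak at the TSS had been discarded from the list and multiexonic ones had not, so this difference is in part set by the selection, and no p-value is given for it. A peak in at least 1 DA library lay at the TSS of 25 of 25 monoexonic lncRNAs, 16 of them unannotated and 9 annotated, as judged by whether the table gives the identifier of an annotated transcript. For 13 of the 16 and 8 of the 9, the peak was present in all 3 DA libraries.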

Finally, in situations where several isoforms were identified, we only took into account the most expressed isoform. Using the combination of all of the above criteria, the list of selected transcripts was defined as repertoire of lncRNAs. This way we identified 1,294 lncRNAs, of which 939 had not yet been annotated (Fig. 2b). We used a previously described classification to categorize lncRNAs^17^, and found 660 “intergenic”, 401 “divergent”, 217 “overlapping antisense” and 16 “convergent” lncRNAs as described in the scheme Fig. 2b. Amongst the unannotated lncRNAs, 73.1% carried a single exon, whereas monoexonic lncRNAs constituted only 16.9% of the annotated lncRNAs pool (data not shown). Interestingly, in the first 100 most expressed lncRNAs from the mesencephalic DA repertoire, 37 were novel transcripts and 16 of them had only one exon (Supplementary Table S1). Consistent with the literature^16,17,22,24,43^, we found that lncRNAs were weakly expressed compared to protein-coding genes, with no overt difference between intergenic lncRNAs and the other lncRNAs categories (grouped as “Antisense” in the Fig. 2c). Using lncRNAs’ closest upstream and downstream genes, or in the case of the overlapping antisense lncRNAs, their overlapped genes, we performed a pathway analysis on the top 20% most expressed lncRNAs from this and found “Dopaminergic Neurogenesis” (adjusted p-value = 0.02151) amongst the only two significantly enriched terms (Fig. 2d). In addition to the fact that 72.6% of the transcripts identified were not previously annotated, this strongly suggests that this DA lncRNA repertoire reflects a high degree of specificity associated with DA neurons.

**Figure 2:**
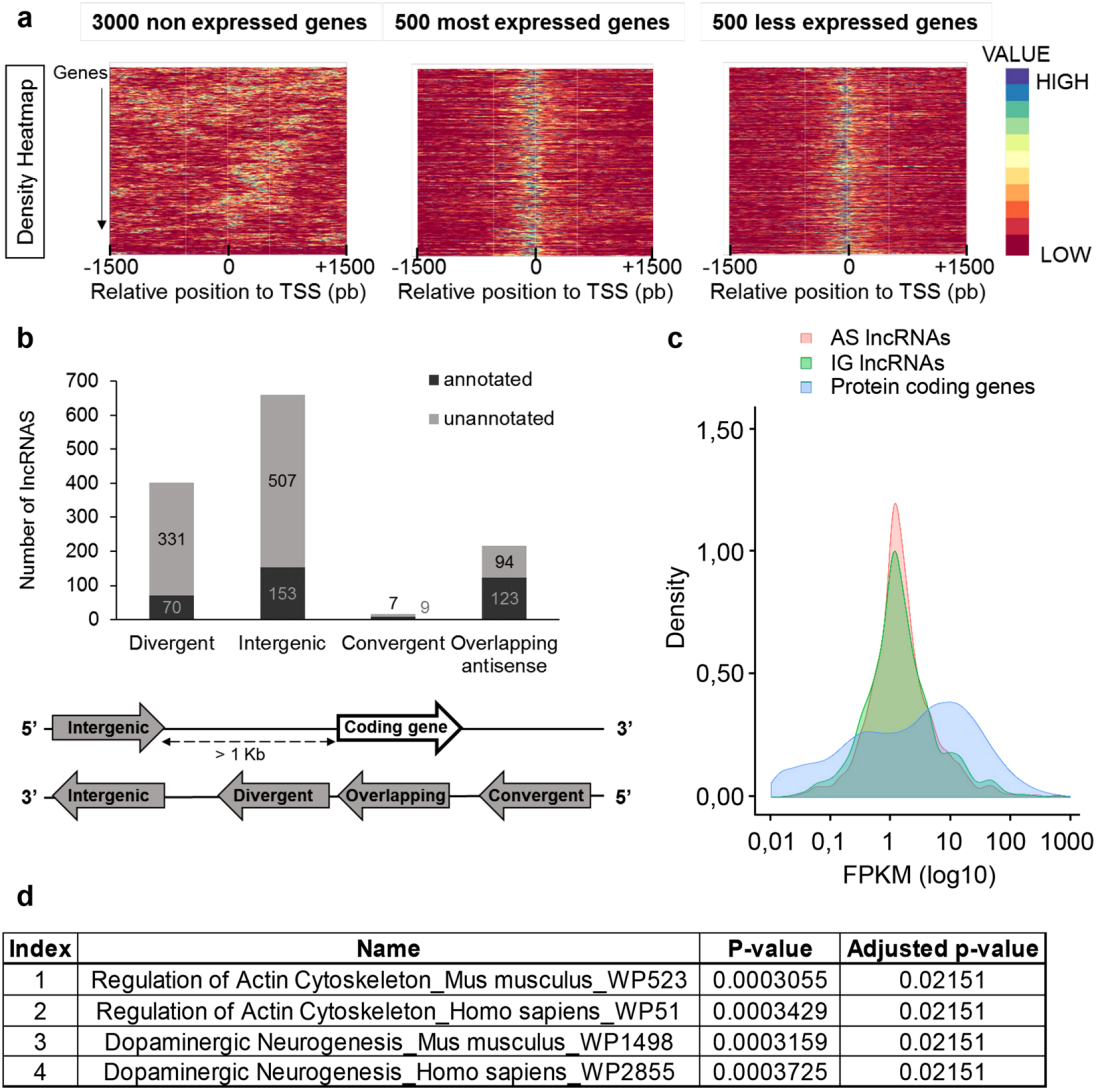
Identification of the lncRNAs expressed in mesencephalic DA neurons. (**a**) Density heatmaps representing the height of ATAC-seq peaks relative to the TSS position of non-expressed (left), highly (middle) or weakly (right) expressed genes in FACS-purified DA neurons. (**b**) Number of lncRNAs depending on their categories as represented below the graph. Dark grey, lncRNAs annotated in Ensembl; light grey, lncRNAs unannotated. (**c**) Density plot of the coding genes described in Ensembl and the lncRNAs (AS: antisense, IG: intergenic). (**d**) Pathway analysis (Wikipathway 2016, Enrichr) performed on the neighbouring genes to the top 20% most expressed lncRNAs using 3 independent RNA-seq datasets.

In order to examine this remarkable tissue specificity further, we compared the DA repertoire of lncRNAs to a repertoire generated at the same stage from hindbrain serotonergic (5-HT) neurons, a monoaminergic neuronal subtype close to DA neurons^44^. Mesencephalic DA neurons and hindbrain 5-HT neurons originate from each side of the mid-hindbrain organizer, and are distributed within anatomically very close nuclei. Both these monoaminergic neurons display a similar developmental pattern regarding kinetics of progenitor specification, migration or differentiation, and project in numerous common brain areas. Importantly, 5-HT neurons also degenerate in Parkinson’s Disease and have been associated with some motor symptoms such as resting tremors, but also non motor symptoms, including anxiety and depression^45^. Thus, using the same approach, we took advantage of Masch1 CRE X Rosa YFP mice that express YFP in 5-HT neurons^46^, to FACS-purify YFP cells from the rhombomeres 1 to 3 of E14.5 embryos (Supplementary Fig. S2a). Following FACS-sorting, tryptophane hydroxylase 2 (Tph2), the neuronal rate limiting enzyme of serotonin biosynthesis, was used as marker. Tph2 immunofluorescence demonstrated an enrichment of 5-HT neurons in the YFP^+^ population, containing 98% of Tph2^+^ cells, compared to the YFP^−^ population which exhibited 24% of Tph2^+^ cells (Supplementary Fig. S2b). *Tph2* mRNA expression, analysed by RT-qPCR prior to RNA-seq, indicated a 16.25 fold enrichment in YFP^+^ cells compared to the YFP^−^ control population (Supplementary Fig. S2c). Regarding the RNA-seq, cDNA libraries from polyadenylated RNA were produced and about 500 million paired-end sequence reads were mapped in the totality of the 3 independent datasets generated (239,852,552 reads for the first dataset; 199,165,019 for the second dataset and 155,506,770 for the third). Sequencing revealed a high expression of 5-HT marker genes in FPKM, but also of genes expressed in DA and GABAergic neurons (Supplementary Fig. S2d). However, principal component analysis comparing the RNA-seq datasets obtained with the FACS-sorted cells from E14.5 ventral mesencephalons and from rhombomeres r1-3, confirmed that they constitute 2 distinct cell populations, with the replicates from each cell type forming 2 separate clusters (Supplementary Fig. S3). Using all criteria described previously, we identified in the 5-HT cell population a repertoire of 1,293 lncRNAs, among which 806 had not yet been annotated (Supplementary Fig. S4). We specifically found 594 “intergenic”, 14 “divergent”, 551 “overlapping antisense” and 134 “convergent” lncRNAs. Since the libraries of 5-HT neuron RNA-seq experiments were not performed in a stranded-specific manner, we could not infer the strand for unannotated monoexonic transcripts. As our strategy was to discard transcripts lying within 1 kb from a protein-coding gene on the same strand (see material and methods), this led us to discard all unannotated monoexonic transcripts located at less than 1 kb from a protein-coding gene for the 5-HT repertoire. This probably explains the relative low number of divergent lncRNAs in 5-HT neurons compared to the DA repertoire (Fig. 2b).

The 168 remaining monexonic transcripts were mostly intergenic (located at a distance above 1 kb from a protein coding gene, n = 139) and unannotated (only 4 were already annotated). Moreover, we observed an elevated number of antisense transcripts in the 5-HT repertoire (n = 551) compared to the DA repertoire (n = 217), with the number of annotated transcripts in the 5-HT repertoire (n = 265) even higher than the total number of DA antisense transcripts (see Figs 2 and S4). Since the identification of such annotated lncRNAs is not impacted by the difference of library preparation (stranded *versus* non-stranded), this indicates that the elevated number of antisense transcripts in the 5-HT repertoire reflects a distinctive cellular feature rather than a technological bias.

To assess the specificity of DA and 5-HT lncRNA repertoires, we focused on categories of lncRNAs that were represented in both datasets. Thus, for unannotated monoexonic lncRNAs only intergenic transcripts were considered. We extracted 767 lncRNAs specific to DA neurons, 1128 specific to 5-HT neurons and 165 expressed in both cell types (Fig. 3a). Interestingly, common lncRNAs displayed higher expression level than cell-specific transcripts (Fig. 3c). In our methodology to establish the lncRNA repertoire of a given cell type, we only took in account the most expressed transcript when several isoforms of a same lncRNA were present. Therefore, we then evaluated the possibility that some specific lncRNAs may in fact have an equivalent, which would be a different isoform, in the other cell type. Thus, to compare isoform usage between DA and 5-HT samples, we looked at correspondence between lncRNAs expressed in the repertoires of both cell types. We thus defined three possible levels of specificity: “specific gene” when the lncRNA is present in one cell type only, “same gene specific isoform” in such case this isoform is seen only in one cell type but the other cell type expresses another isoform for the same gene, and “same gene same isoform” when the same isoform of the lncRNA is used in both cell types (namely, the 165 lncRNAs). Figure 3b shows the repartition of all three categories in DA and 5-HT neurons. In both cases, “specific gene” is the most important category by far. The same analysis on protein-coding transcripts demonstrated that the proportion of transcripts specifically expressed in one or another cell type is much lower than for the lncRNAs: 55.5% of specific mRNAs in DA neurons and 59.4% in 5-HT neurons *versus* 82.3 and 87% of specific lncRNAs in DA and 5-HT neurons respectively (Fig. 3a,d). Importantly, focusing on the gene level rather than the transcript level, only 5.4% protein-coding transcripts expressed in DA neurons and 13.8% in 5-HT neurons are cell type specific genes, whereas this proportion is much higher for lncRNAs (68 and 78%; Fig. 3b,e). Moreover, we noticed once again the predominance of novel lncRNAs in the DA- and 5-HT-specific repertoires (78% and 73% respectively), whereas the transcripts expressed in both neuronal subtypes were mostly previously annotated (90%). Altogether, these data highlight the high cell-specificity of the lncRNAs.

**Figure 3:**
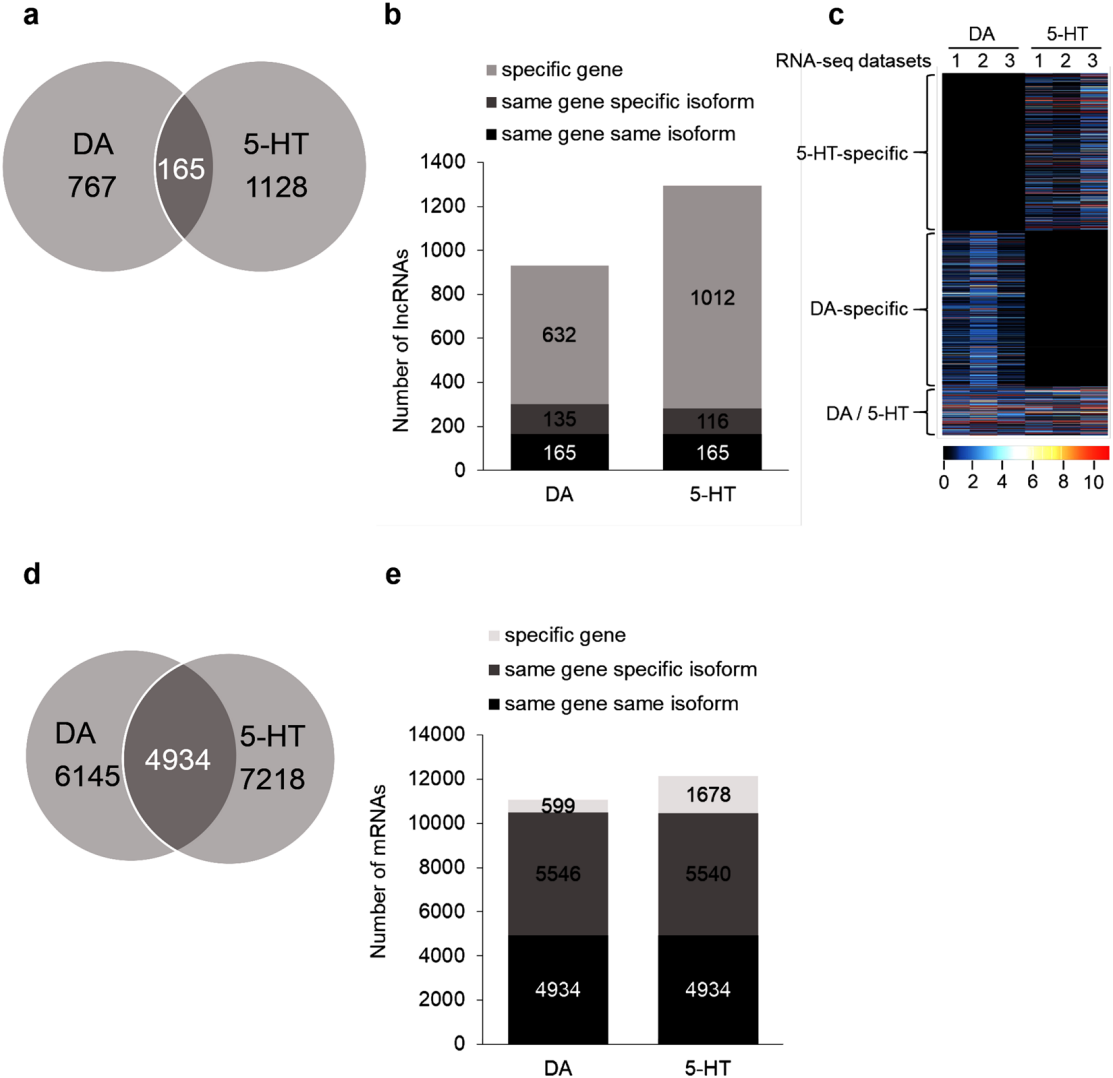
Comparison of the DA and 5-HT repertoires of lncRNAs and protein-coding mRNAs. (**a**) Venn diagram of overlap of both lncRNA repertoires. (**b**) Distribution of lncRNAs transcripts in the DA and 5-HT repertoires depending on their cell specificity. (**c**) Heatmap representing expression in FPKM of each transcripts from both repertoires in the DA and 5-HT datasets (3 samples each). (**d**) Venn diagram of overlap of both protein-coding mRNAs repertoire. (**e**) Distribution of protein-coding transcripts in the DA and 5-HT repertoires depending on their cell specificity.

### Mapping open chromatin regions in mesencephalic DA neurons

We used ATAC-seq technology to identify potential regulatory regions of the chromatin active in DA neurons. 

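In ATAC-seq, a transposase inserts sequencing adapters into accessible DNA, and places where the insertions gather are called as peaks. ATAC-seq was carried out at E14.5 on 3 libraries of DA neurons, sorted as GFP+ cells from ventral mesencephalons, and on 2 libraries of 5-HT neurons, sorted as YFP+ cells from hindbrain rhombomeres. The authors aligned the paired-end reads to mm9 with Bowtie2, discarded duplicates with Picard, called peaks in each library with MACS2 and merged peaks less than 100 bp apart with BEDOPS. The deposited data give, for every library, a score for each of the same 131942 regions, with a score of 0 where the library has no peak. The scale of this score is not named in the data, so it served to rank or describe the peaks of a library. Where regions were ranked over several libraries, their lowest score was taken, which treats the scores of these libraries as if on the same scale. The numbers of regions with a peak as deposited were 52861, 93055 and 94351 in DA replicates 1, 2 and 3, and 38772 and 22879 in 5-HT replicates 1 and 2. A list of peaks holds no read counts, so the read depth behind these numbers is unknown, and the number of peaks is the only measure of the yield of a library. The deposited regions have a median width of 340 bp, and 877 neighbouring pairs lie less than 100 bp apart. Peaks less than 100 bp apart were merged within each library and then across the 5 libraries, which gave 131065 regions. A region was taken as present in a library when a peak of that library overlapped it by at least 1 bp, since the paper's text gives no minimum overlap. The DA repertoire was then the set of regions present in all 3 DA libraries, and the 5-HT repertoire the set present in both 5-HT libraries. Each region was placed by its centre, first in a promoter (from 1 kb upstream to 100 bp downstream of a TSS of the GENCODE annotation for this build), then in an exon, an intron or an intergenic locus.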

We distinguished 45,402 ATAC-seq peaks present simultaneously in the 3 ATAC-seq datasets obtained from mesencephalic DA neurons (Fig. 4a), distributed within promoters (19%), intragenic (40%, comprising exons and introns) and intergenic (38%) loci (Fig. 4b). In comparison, we found 18,658 ATAC-seq peaks representing open chromatin regions in both datasets originating from hindbrain 5-HT neurons. In contrast to the DA repertoire of regulatory regions, the majority of 5-HT ATAC-seq peaks were first associated with promoters (37%), then with intragenic (35%) and intergenic (25%) loci (Fig. 4a,b).

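In the merged list, 45692 regions were present in all 3 DA libraries. Of these, 9710 lay in promoters (21.3%, 95% Wilson interval 20.9 to 21.6%), 19431 in genes (42.5%), of which 3525 in exons and 15906 in introns, and 16551 in intergenic loci (36.2%). The interval covers counting error only. The number of regions depended mainly on how many peaks were used, as 16742 regions were shared by the 3 DA libraries when each of the 5 libraries was limited to its 22870 highest-scoring peaks, the number in the library with the fewest. The promoter share depended on the definition of a promoter, and reached 30.8% of the DA repertoire with a promoter from 2 kb upstream to 500 bp downstream of a TSS. With the transcripts of protein-coding genes only, an annotation chosen after the values were seen, the shares were 19.7% for promoters, 41.3% for genes and 39.1% for intergenic loci.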

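The 2 5-HT libraries shared 18847 regions, and the DA repertoire held 2.42 regions for each of them. The difference was much smaller at the same number of peaks in each library, where the 5-HT libraries shared 15553 regions and the DA libraries 1.08 for each. 5-HT replicate 1 had no peak in 41.5% of the regions of the DA repertoire, and 5-HT replicate 2 had none in 60.2% of them. In the other direction, the share of the 5-HT repertoire without a peak was 9.81% in DA replicate 1, 3.71% in DA replicate 2 and 5.20% in DA replicate 3. Without 5-HT replicate 2, the remaining 5-HT library gave 38705 regions.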

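Of the regions of the 5-HT repertoire, 7472 lay in promoters (39.6%, 95% Wilson interval 38.9 to 40.3%), 6866 in exons or introns (36.4%) and 4509 in intergenic loci (23.9%). When all peaks of each library were used, the promoter share was 19.1%, 12.6% and 11.8% in DA replicates 1, 2 and 3, and 24.5% and 33.9% in 5-HT replicates 1 and 2. The library with the fewest peaks thus had the highest promoter share. When only the 22870 highest-scoring peaks of each library were kept, the promoter shares were 31.3%, 31.7% and 30.2% in the DA libraries (31.1% ± 0.803, SD, n = 3) and 33.8% and 33.9% in the 5-HT libraries. Both 5-HT libraries remained above all DA libraries, by at least 2.02 percentage points. Between the mean shares of single libraries, the difference was 14.7 points with all peaks and 2.74 points at the same number of peaks. Between the 2 repertoires, which hold only regions shared by libraries, it was 18.4 points with all peaks.

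**Figure D1:**
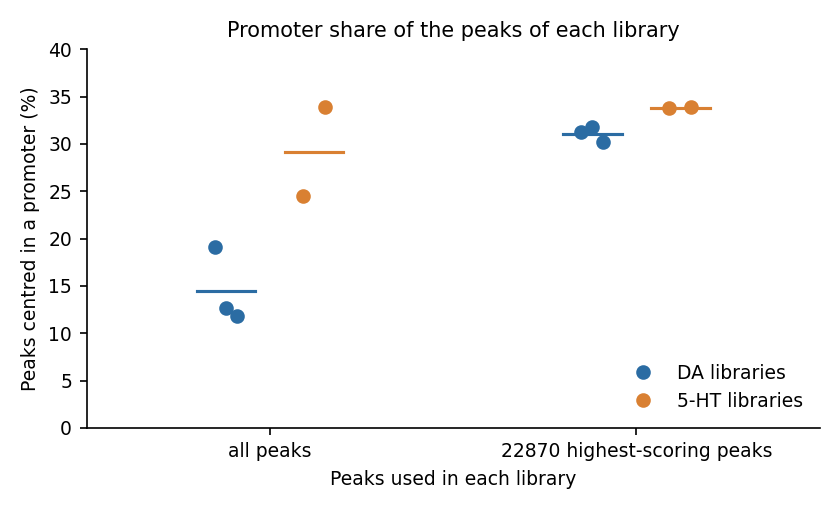
Percentage of ATAC-seq peaks centred in a promoter, on the y axis, in each library (points) for DA (blue) and 5-HT (orange) neurons, with all peaks and with the 22870 highest-scoring peaks of each library. Horizontal lines mark the mean of the libraries of a cell type. The DA libraries lie between 11.8% and 19.1% with all peaks and between 30.2% and 31.7% at the same number of peaks.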

**Figure 4:**
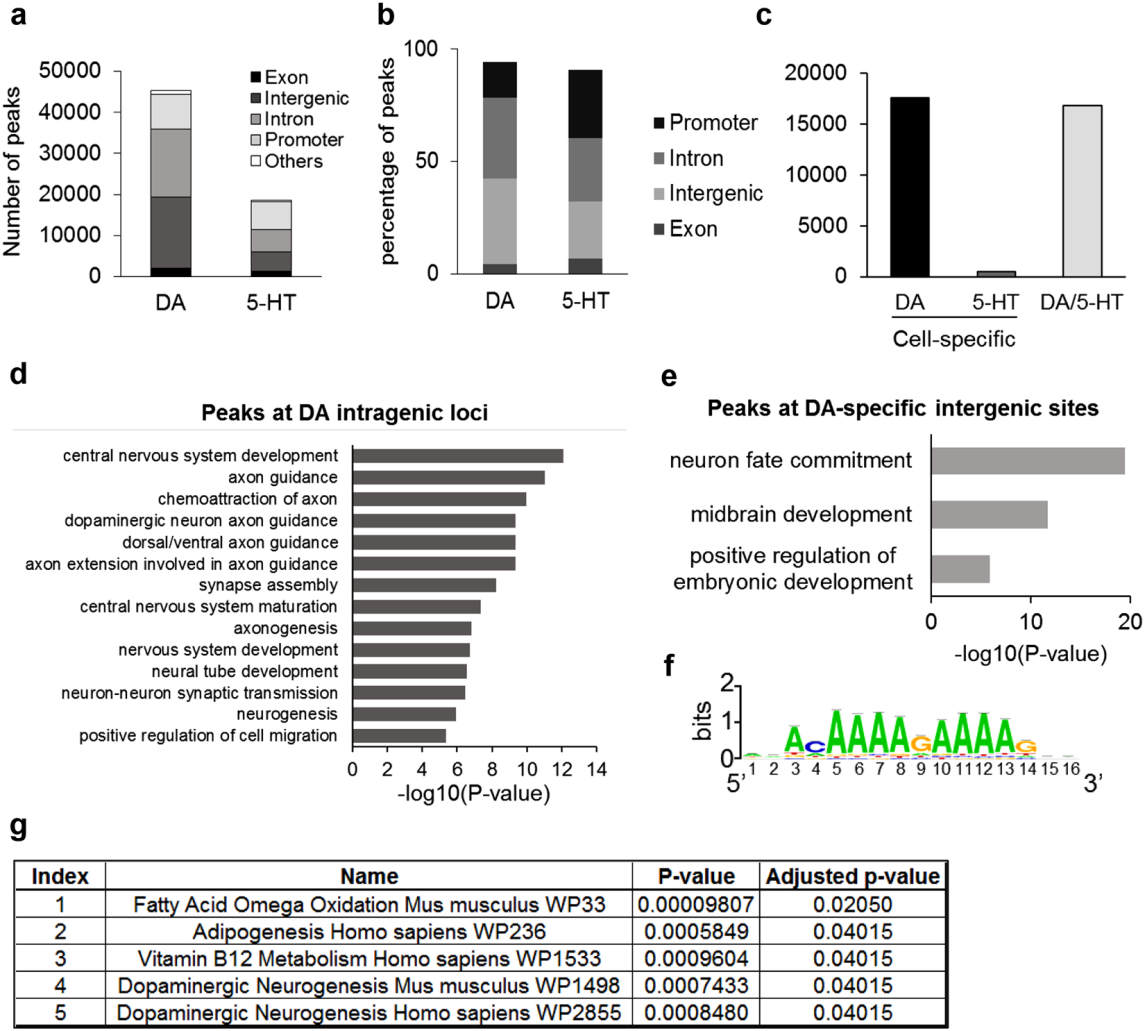
Analysis of DNA regulatory regions using ATAC-seq. (**a**) Number of ATAC-seq peaks depending on their genomic loci. n = 3 ATAC-seq datasets for the DA repertoire; n = 2 ATAC-seq datasets for the 5-HT repertoire. (**b**) Percentage of ATAC-seq peaks depending on their genomic loci. The category named ‘Others’ regroups ATAC-seq peaks found at 3′UTR regions and TTS. (**c**) Number of ATAC-seq peaks specific to the 3 DA datasets (DA), specific to the 2 5-HT datasets (5-HT), and present in the 5 datasets (DA/5-HT). (**d**) GO Biological process on ATAC-seq peaks linked to exons and introns from the DA-specific ATAC-seq repertoire (Enrichr). (**e)** GO Biological process on intergenic ATAC-seq peaks from the DA- specific ATAC-seq repertoire (GREAT). (**f**) Sox3 binding motif frequently found at loci associated with DA-specific intergenic ATAC-seq peaks (RSAT). (**g**) Pathway analysis (Wikipathway 2016, Enrichr) performed on the DA-specific ATAC-seq peaks associated with promoters.

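A peak in each of the 5 libraries was found for 16861 regions, which make up 36.9% of the DA repertoire and 89.5% of the 5-HT repertoire. They were wider and scored higher than the DA-specific regions. The width is that of the region shared by the libraries, not of the peak in each. Its median was 1093 bp, against 523 bp for the regions present in the 3 DA libraries and in neither 5-HT library. The median score of the common regions was 7.55 in DA replicate 1, 9.28 in DA replicate 2 and 8.08 in DA replicate 3. For the regions absent from both 5-HT libraries, it was 4.55, 4.96 and 4.66 in the same order, lower in 3 of 3 DA libraries. No test was made across regions, which are not replicates. Promoters held 43.7% of the common regions.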

Among both these lists of potentially active regulatory regions, 16,856 of them were found in all of the DA and 5-HT datasets, and were considered as common (Fig. 4c). Interestingly, we identified 17,616 ATAC-seq peaks present in the 3 DA datasets but absent in the 5-HT datasets, indicating that 39% of the DA open chromatin regions were specific to this neuronal subtype (Fig. 4c). Conversely, only 513 ATAC-seq peaks were detected in all the 5-HT data sets and not within the DA peaks, constituting a small fraction of 3% of the 5-HT repertoire that was cell-specific. This correlated with the transcriptomic data (Supplementary Fig. S2d) that suggested that the 5-HT cell populations expressed common genes with DA neurons.

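In the merged list, 17613 regions had a peak in the 3 DA libraries and in neither 5-HT library, which is 38.5% of the DA repertoire (95% Wilson interval 38.1 to 39.0%). Another 24.6% of the repertoire had a peak in one of the 5-HT libraries. The count rested in part on single libraries, and was 33129 without DA replicate 1 and 27489 without 5-HT replicate 1. When each library was limited to its 22870 highest-scoring peaks, 2823 regions of the DA repertoire were DA-specific (16.9%), and with 10000 peaks per library the share was 11.0%. The share of DA-specific regions fell with the score. When the DA repertoire was divided into 10 classes of equal size by the lowest score over the 3 DA libraries, 74.6% of the regions in the lowest class were DA-specific, against 2.14% in the highest. Regions found in any 2 DA libraries were looked up in the remaining DA library, limited to as many peaks as a 5-HT library. This asks how many regions a library of the same cell type lacks at that number of peaks. These regions numbered 65216, 47275 and 48532 with DA replicates 1, 2 and 3 as the remaining library, more than the peaks kept. The limit thus forces part of the absence, for the DA and the 5-HT library alike. With 38705 peaks, the number in 5-HT replicate 1, the remaining DA library lacked 43.4%, 32.4% and 31.3% of these regions for DA replicates 1, 2 and 3, and 5-HT replicate 1 lacked 53.6%, 43.1% and 44.0% of the same regions. With 22870 peaks, the number in 5-HT replicate 2, the DA library lacked 65.5%, 55.9% and 55.9%, and 5-HT replicate 2 lacked 70.1%, 61.4% and 62.1%. The 5-HT library lacked more regions in 6 of 6 comparisons, by 4.57 to 12.7 percentage points. How many regions a 5-HT library misses by chance was not measured. From the regions present in all DA datasets and absent from the 5-HT datasets, the paper concludes that this part of the DA open chromatin is specific to the neuronal subtype.

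**Figure D2:**
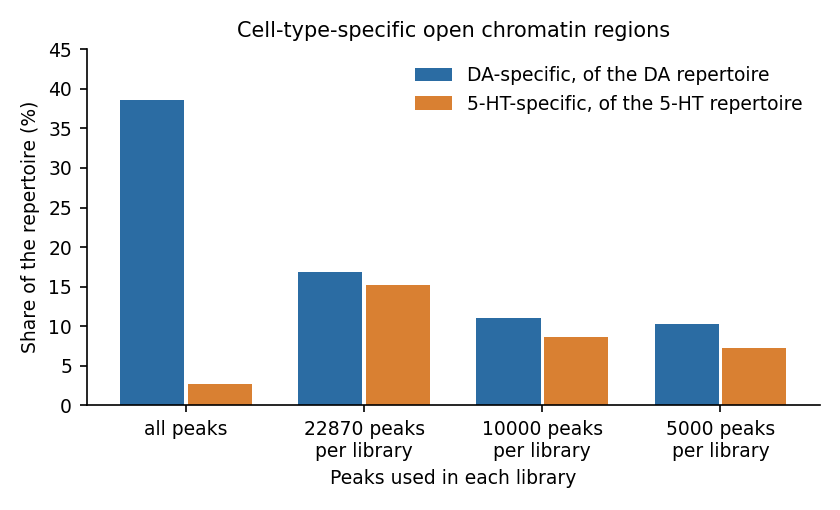
Share of the DA repertoire that is DA-specific (blue) and of the 5-HT repertoire that is 5-HT-specific (orange), in percent on the y axis, for all peaks and for equal numbers of the highest-scoring peaks of each library on the x axis. Each bar is a single share over 3 DA and 2 5-HT libraries, without an error bar. The DA-specific share is 38.5% with all peaks and 16.9%, 11.0% and 10.3% with 22870, 10000 and 5000 peaks per library, the last number having been chosen after the values were seen.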

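Regions with a peak in both 5-HT libraries and in none of the 3 DA libraries numbered 516, which is 2.74% of the 5-HT repertoire (95% Wilson interval 2.51 to 2.98%). This count changed with the libraries used, to 870 without DA replicate 2, 2086 without 5-HT replicate 1 and 4872 without 5-HT replicate 2. At 22870 peaks per library, 2365 regions were 5-HT-specific (15.2%), and at 10000 peaks per library the share was 8.61%. The 5-HT-specific regions lay mostly in intergenic loci (48.8%) and introns (43.2%), and 16 of them lay in promoters. The 3 with the highest score in their lower 5-HT library were an intergenic region on chromosome 7 from 56033564 to 56033887, near Zdhhc13, with a score of 7.53 in that library, an intergenic region on chromosome 15 from 90886708 to 90886922, near Kif21a (5.55), and a region in an intron of Meig1 on chromosome 2 from 3337596 to 3337863 (5.06).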

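Of the 17613 regions with a peak in the 3 DA libraries only, 8569 lay in genes (48.7%, 95% Wilson interval 47.9 to 49.4%), 684 in exons and 7885 in introns. The regions in genes fell in 4009 protein-coding genes, of which 356 held at least 5. Lmx1a, a gene of DA progenitors on chromosome 1 from 169619370 to 169778872, was overlapped by 8 DA-specific regions, the region at its TSS included, and Th and Kcnj6 by 4 each. The databases of gene terms were not used here.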

Gene Ontology (GO) enrichment analysis performed on genes associated with DA-specific intragenic ATAC-seq peaks, i.e. only detected in the 3 DA datasets, revealed numerous terms linked to biological processes involved in central nervous system development and maturation (Fig. 4d), including axon guidance and notably “dopaminergic neuron axon guidance” (p-value = 4.363 × 10^−10^; Fig. 4d). 

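The DA-specific regions in intergenic loci numbered 8345 (47.4% of the DA-specific regions, 95% Wilson interval 46.6 to 48.1%). Their median distance to the nearest TSS of a protein-coding gene was 67.1 kb, and 57.4% lay more than 50 kb from one.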

We then focused on intergenic ATAC-seq peaks that include regulatory regions such as distal enhancers and completed a similar analysis on adjacent genes relative to DA-specific intergenic ATAC-seq peaks. We found a significant gene enrichment in biological processes involving neuronal development, including “midbrain development” (p-value = 1.95 × 10^−12^; Fig. 4e), confirming the cell specificity of these ATAC-seq peaks. In addition, we discovered that these intergenic open chromatin regions were significantly enriched with a DNA-binding motif associated with the transcription factor Sox3 (e-value = 1.2 × 10^−30^), which has notably been associated with neurogenesis^47^ (Fig. 4f). 

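The SOX family of transcription factors binds the core sequence ACAAWG, in which W stands for A or T. This word was counted on both strands in the central 200 bp of the intergenic regions. It occurred in 2189 of 8345 DA-specific regions (26.2%, 95% Wilson interval 25.3 to 27.2%) and in 985 of 3583 common regions (27.5%, 26.1 to 29.0%), an odds ratio of 0.938 (95% interval 0.859 to 1.02). In windows of the same width 5 kb away, outside the regions, it occurred in 28.2% of 7841. The DA-specific windows had a median GC content of 47.0%, the common windows 51.5% and the flanking windows 43.0%. Within 10 classes of GC content, the odds ratio was 0.745 against common regions and 1.03 against flanking windows. The longer word ACAAAAG, read by eye from the motif in Fig. 4f, occurred in 4.88% of the DA-specific regions, 5.30% of the common regions and 5.79% of the flanking windows. With 500-bp windows in place of 200-bp windows, an alternative chosen after the values were seen, the odds ratio of the core word against common regions was 0.984. Words are not the position matrices of a motif search, and no p-value was computed across regions.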

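DA-specific regions centred in the promoter of a transcript of any kind numbered 699, and 563 protein-coding genes had such a region in their promoter. The gene for the rate-limiting enzyme of dopamine synthesis, Th, had such a region on chromosome 7 of mm9 from 150085765 to 150086150, around the TSS at 150085919 on the minus strand, with scores of 9.91, 10.6 and 8.45 in DA replicates 1, 2 and 3 and no peak in either 5-HT library. The 30 bases on each side of this TSS read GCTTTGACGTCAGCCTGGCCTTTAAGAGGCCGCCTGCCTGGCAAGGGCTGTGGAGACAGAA in the direction of transcription. The promoter of Lmx1a had a DA-specific region from 169618447 to 169620627 on chromosome 1, with scores of 5.00, 5.62 and 4.09 in the DA libraries. The bases around its TSS at 169619370 on the plus strand read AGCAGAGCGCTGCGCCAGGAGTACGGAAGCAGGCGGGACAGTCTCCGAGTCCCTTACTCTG. For the other genes of Fig. 6, a promoter was counted where a region overlapped it, also when the centre of the region lay outside, as for En1, En2, Foxa2, Kcnj6 and Tph2. By this overlap, the promoters of the other DA genes of Fig. 6 had a peak in the 3 DA libraries and in at least 1 5-HT library. The promoter of the astrocyte marker Gfap had a peak in the 3 DA libraries and in 5-HT replicate 1. The pathway database was not used here.

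**Figure D3:**
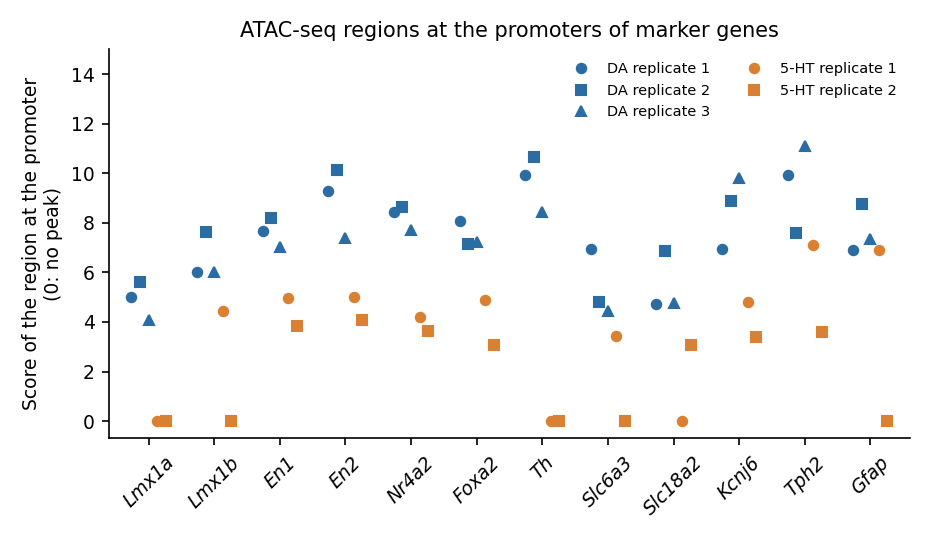
Score of the ATAC-seq region that overlaps the promoter of each marker gene of Fig. 6, on the y axis, in 3 DA libraries (blue) and 2 5-HT libraries (orange), with 0 for no peak. Scores are the authors' and rank peaks within a library, so the plot shows presence between libraries and not a measured difference in accessibility. Only Th and Lmx1a have a peak in the 3 DA libraries and in neither 5-HT library.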

Finally, a pathway analysis demonstrated that the term “Dopaminergic neurogenesis” was significantly enriched (p-value = 0.0007433) in genes whose promoters were associated with DA-specific ATAC-seq peaks (Fig. 4g). 

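At 22870 peaks per library, the share of regions common to a pair of libraries among the regions of either (Jaccard index) was 0.676, 0.691 and 0.688 for the pairs of DA libraries. It was 0.515 for the pair of 5-HT libraries and between 0.418 and 0.502 for the pairs of a DA and a 5-HT library. The mean over pairs of one cell type was 0.643, against 0.459 over pairs of different cell types. No other division of the 5 libraries into 3 and 2 gave a difference as large (exact one-sided permutation test, p = 0.1, the smallest that 3 against 2 libraries allow). The 3 DA-specific regions with the highest score in their lowest DA library are given with that score. The highest was an intergenic region on chromosome 13 from 24041380 to 24042168, 6904 bp from the TSS of Gm11339 (16.5). The next was an intergenic region on chromosome 15 from 28569976 to 28570679, whose nearest TSS, that of Dnahc5, lay 436820 bp away (16.3). Then came the promoter of Lpl on chromosome 8 from 71414263 to 71414939 (13.9).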

Altogether, these data not only indicate that we identified the mesencephalic DA map of open chromatin regions, but also substantiate the cell-specificity of this repertoire obtained by ATAC-seq.

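The list of all DA lncRNAs was not used here, and the overlap was computed for the 100 lncRNAs of Supplementary Table S1, the most expressed of the DA repertoire. A DA-specific region lay at the TSS of 5 of them (5.00%, 95% Wilson interval 2.15 to 11.2%), namely lnc-Lmx1a-1, lnc-En1-1_3, Gm15055, lnc-Gm6768-1 and lnc-U6-1_11. Gm15055 is named because the count is small, after its values were seen. A region present in all 5 libraries lay at the TSS of 52 of the 100. When the positions were moved by 1 Mb, 1 of 100 lay in a DA-specific region in the direction of lower coordinates and 0 in the other. Of these, lnc-Lmx1a-1 shares its DA-specific region with the promoter of Lmx1a. Counting a peak in at least 1 DA library and none in the 5-HT libraries, in place of a peak in all 3 DA libraries, raised the number from 5 to 9.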

By cross-analysing both DA repertoires of lncRNAs and open chromatin regions, we identified 109 DA-specific ATAC-seq peaks overlapping the TSS of lncRNAs (Fig. 5a). Interestingly, 96 out of these 109 lncRNAs were identified for the first time (unannotated) and the majority of them were intergenic. 

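Of the 5 lncRNAs of Supplementary Table S1 with a DA-specific region at the TSS, 2 are listed without the identifier of an annotated transcript, lnc-En1-1_3 and lnc-Gm6768-1. This is 2 of 37 unannotated lncRNAs (5.41%, 95% Wilson interval 1.50 to 17.7%) and 3 of 63 annotated ones (4.76%, 1.63 to 13.1%) by this identifier. The paper's labels differ on this point, as 4 of the 5 carry the lnc- names given to unannotated lncRNAs, and lnc-U6-1_11, which has an identifier in the table, is unannotated in the legend of Supplementary Fig. S5. All TSSs of Table 1 were looked up as well, taking either end for the 7 of 28 lncRNAs whose strand was not given. A region of the DA repertoire lay at the TSS of 16 of the 17 lncRNAs marked as DA-specific in Table 1 and of 10 of the other 11 (two-sided Fisher's exact test, p = 1). A DA-specific region lay at the TSS of 3 of the 17 (17.6%), against 0 of the 11 (two-sided Fisher's exact test, p = 0.258). For 13 of the 17 lncRNAs marked as DA-specific, the region at the TSS was present in all 5 libraries.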

Using Mouse Genome Informatics (MGI) Phenotype ontology, we found that numerous terms describing phenotypes linked to DA neurons were enriched with genes neighbouring these specific lncRNAs (Fig. 5b). *De novo* motif discovery with DA-specific promoters (Fig. 5c) suggested that they are enriched for the motifs bound by Pou6f1 (e-value = 9.5 × 10^−3^), a transcription factor expressed in post-mitotic neurons^48^, and Foxc1 (e-value = 1.5 × 10^−4^) whose expression has been shown to be downregulated in the midbrain DA neurons from patients with Parkinson’s Disease^49^.

**Figure 5:**
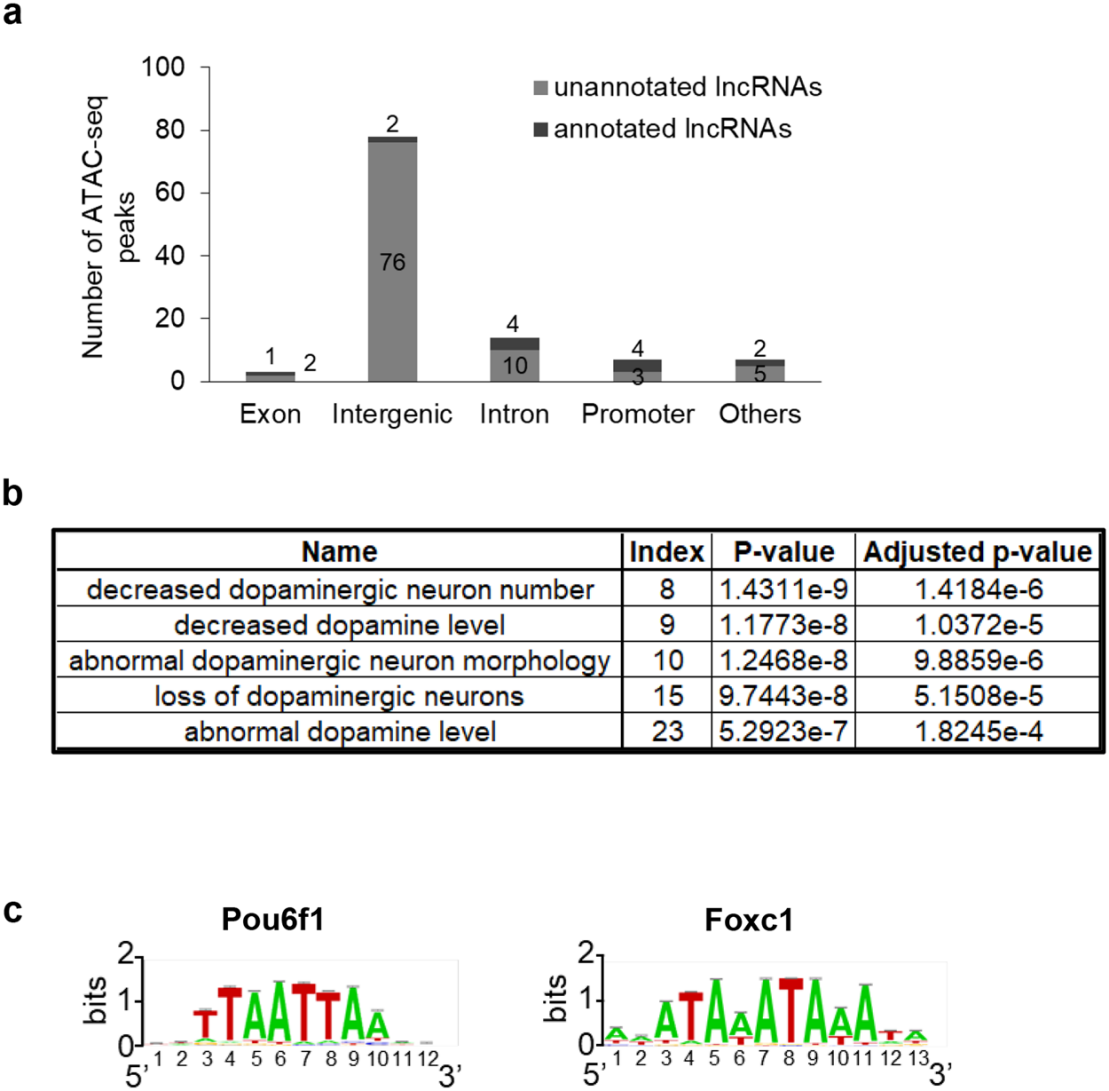
Analysis of DA-specific ATAC-seq peaks coinciding with promoters of DA lncRNAs. (**a**) Number of DA-specific ATAC-seq peaks associated with DA lncRNAs, depending on their genomic loci. Dark grey, lncRNAs annotated in Ensembl; light grey, lncRNAs unannotated. (**b**) MGI Phenotype ontology enrichment analysis performed on these DA-specific ATAC-seq peaks associated with DA lncRNAs (GREAT). (**c**) Binding motifs found at loci associated with DA-specific ATAC-seq peaks associated with DA lncRNAs.

### Expression analysis of lncRNAs in a primary culture of E14.5 ventral mesencephalons

After dissection and dissociation of E14.5 ventral mesencephalons, we cultured cells for 5 days (d5) in order to study selected lncRNAs from the DA repertoire. First, using RT-qPCR to assess marker genes of the DA lineage (Fig. 6), we observed that the cell population obtained presented DA progenitors at d0 and d5, with some markers such as *Lmx1b*, *En1* and *Nr4a2* showing a decreased expression at d5. Markers of differentiated DA neurons were also expressed at both time points, such as *Th*, *Dat*, *Vmat2* and *Kcnj6*. Interestingly, the increase in *Dat* expression suggested some degree of DA neurons maturation in culture. Moreover, *Kcnj6* has been shown to be expressed more abundantly in DA neurons from the SNpc than the VTA^50^, and thus its decreased expression from d0 to d5 implied that at least a fraction of DA neurons present in the culture potentially displayed a VTA identity. Expression of the 5-HT marker gene *Tph2* decreased from d0 to d5, however as expected we noticed a massive increase in *Gfap* expression, reflecting proliferation of astrocytes. We then evaluated whether we could detect lncRNAs from the DA repertoire in this system. Selection of lncRNAs was based on literature curation searching for: (i) implication of their adjacent coding-genes, or themselves, in neuronal development and differentiation, ideally in the DA lineage; (ii) potential involvement in brain pathology. Examples of genomic organization of selected lncRNAs is presented in Supplementary Fig. S5. 

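Of the lncRNAs in Supplementary Fig. S5, Snhg5, Snhg1 and 2900009J06Rik start in regions with a peak in all 5 libraries. Snhg5 lies on chromosome 9 from 88415894 to 88417721, and its region scored 13.9, 14.8 and 9.78 in DA replicates 1, 2 and 3 and 5.99 and 5.52 in 5-HT replicates 1 and 2. Snhg1 lies on chromosome 19 from 8797802 to 8800934, with scores of 13.2, 18.2 and 13.6 in the DA libraries and 7.62 and 6.27 in the 5-HT libraries. The strand of 2900009J06Rik was not given, and the region at its higher end, 129670663 on chromosome 1, had a peak in every library. By contrast, lnc-En1-1_3 and lnc-U6-1_11 start in DA-specific regions. The TSS of lnc-En1-1_3 is at 122518213 on the plus strand of chromosome 1, in an intergenic region from 122517872 to 122518443 that scored 5.68, 8.29 and 7.91 in the DA libraries. The bases around it read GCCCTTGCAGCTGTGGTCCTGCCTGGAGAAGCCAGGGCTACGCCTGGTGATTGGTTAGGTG. The TSS of lnc-U6-1_11, at 89875438 on chromosome 15, had scores of 5.12, 5.41 and 4.77 in the DA libraries. The region at the TSS of lnc-Hpgds-1 had a peak in a single DA library.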

We analysed expression of 28 lncRNAs (Table 1 and Fig. 7), most of which were stably expressed from d0 to d5. Some displayed an increase in expression, such as *Snhg1*, which has been shown to play a role in cell proliferation in cancer^51–53^, and has been associated with patients suffering from Parkinson’s Disease^35^. Others, including the novel lncRNA *lnc-En1-1_3* whose closest gene is En1, decreased from d0 to d5.

**Figure 6:**
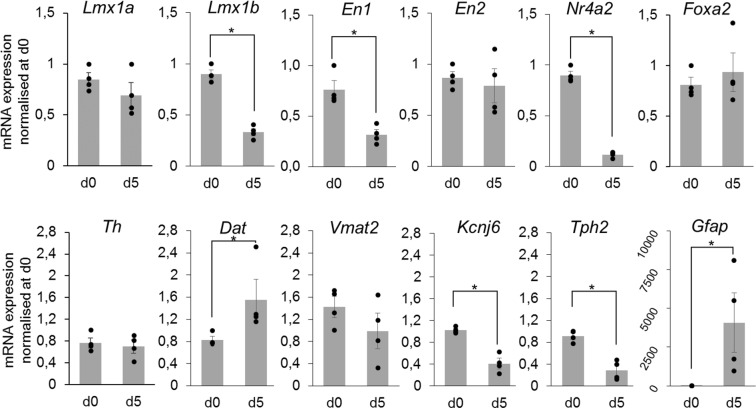
mRNA expression of DA marker genes of DA progenitors (*Lmx1a*, *Lmx1b*, *En1*, *En2*, *Nr4a2*, *Foxa2*), differentiated DA neurons (*Th*, *Dat*, *Vmat2*, *Kcnj6*), 5-HT neurons (*Tph2*) and astrocytes (*Gfap*) in primary cultures from E14,5 ventral mesencephalons at day 0 and after 5 days. Grey columns represent the mean value of 4 independent culture experiments depicted by black circles. mRNA expression was normalized relatively to *Tbp* mRNA expression. Values represented correspond to the mean value of the 3 replicates from each experiment, normalised to the value of 1 reference experiment at day 0. Error bars show standard error of the mean. *p-value ≤ 0,05.

**Table 1:** Brief description of the selected lncRNAs analysed in Fig. 7.

	exons	locus	category	closest coding genes		overlapped gene
				downstream	upstream	
**1810026B05Rik-1_1**	5	chr7:80688957-80703006	intergenic	Chd2	A830073O21Rik	—
lnc-Enah-1_2	2	chr1:183950276-183959960	divergent	Srp9	Enah	—
Rmst	4	chr10:91618180-91628236	intergenic	Gm16484	Nedd1	—
**2010320M18Rik**	1	chr8:73300708-73301478	divergent	Mast3	Pik3r2	—
**lnc-Plxna2-1**	1	chr1:196444409-196445898	divergent	Camk1g	Plxna2	—
Gm2694	4	chr8:89996573-90049469	divergent	4933402J07Rik	Cbln1	—
Kantr	3	chrX:148729370-148762038	intergenic	Kdm5c	Tspyl2	—
**lnc-5930403N24Rik-1**	1	chr10:36859252-36861073	overlapping antisense	Marcks	Lama4	5930403N24Rik
2900009J06Rik	2	chr1:129650242-129670663	overlapping antisense	Tmem163	Ccnt2	Acmsd
**lnc-Nkain2-1**	1	chr10:32609904-32611996	overlapping antisense	Rnf217	Trdn	Nkain2
lnc-Hpgds-1	1	chr6:65100926-65101303	intergenic	C130060K24Rik	Hpgds	—
**lnc-Pik3c2a-1**	1	chr7:123587063-123587841	divergent	Nucb2	Pik3c2a	—
1700045I19Rik	1	chrX:160198072-160199261	intergenic	Ap1s2	Grpr	—
**C130071C03Rik-1**	1	chr13:83867069-83868718	intergenic	Tmen161b	Mef2c	—
**lnc-En1-1_3**	8	chr1:122518213-122586980	intergenic	Insig2	En1	—
**1810044D09Rik**	2	chr6:91390997-91391746	intergenic	Chchd4	Wnt7a	—
**lnc-U6-1_11**	6	chr15:89875438-89905660	intergenic	Alg10b	Syt10	—
**lnc-Gm6768-1**	1	chr12:120591340-120591768	intergenic	Macc1	Itgb8	—
Snhg4	4	chr18:35713064-35717970	intergenic	Matr3	Gm5239	—
**lnc-Slc25a24-1**	2	chr3:108923456-108925959	divergent	4930443G12Rik	Slc25a24	—
**lnc-U6-1_4**	1	chr1:4677948-4679320	intergenic	Sox17	Mrpl15	—
**A930011O12Rik**	2	Chr14:65208662-65212786	intergenic	Kif13b	Msra	—
**lnc-Zfp541-1_1**	1	chr7:16633660-16634413	intergenic	Zfp541-1	Gltscr1	—
lnc-BC032203-1	1	chr17:46993166-46994043	intergenic	BC032203	A330017A19Rik	—
Snhg1	10	chr19:8797802-8800934	divergent	Wdr74	Slc3a2	—
**lnc-Cpsf2-1**	3	chr12:103206308-103213872	divergent	Atxn3	Cpsf2	—
Snhg5-1	5	chr9:88415894-88417721	intergenic	Syncrip	Zfp949	—
**2700069I18Rik-1_2**	1	chr3:5219240-5219623	overlapping antisense	Gm10748	Pxmp3	Zfhx4

For each lncRNA, the number of exons, locus, category, closest coding-genes and overlapped genes are provided. In bold are represented the DA-specific lncRNAs relatively to the 5-HT repertoire.

**Figure 7:**
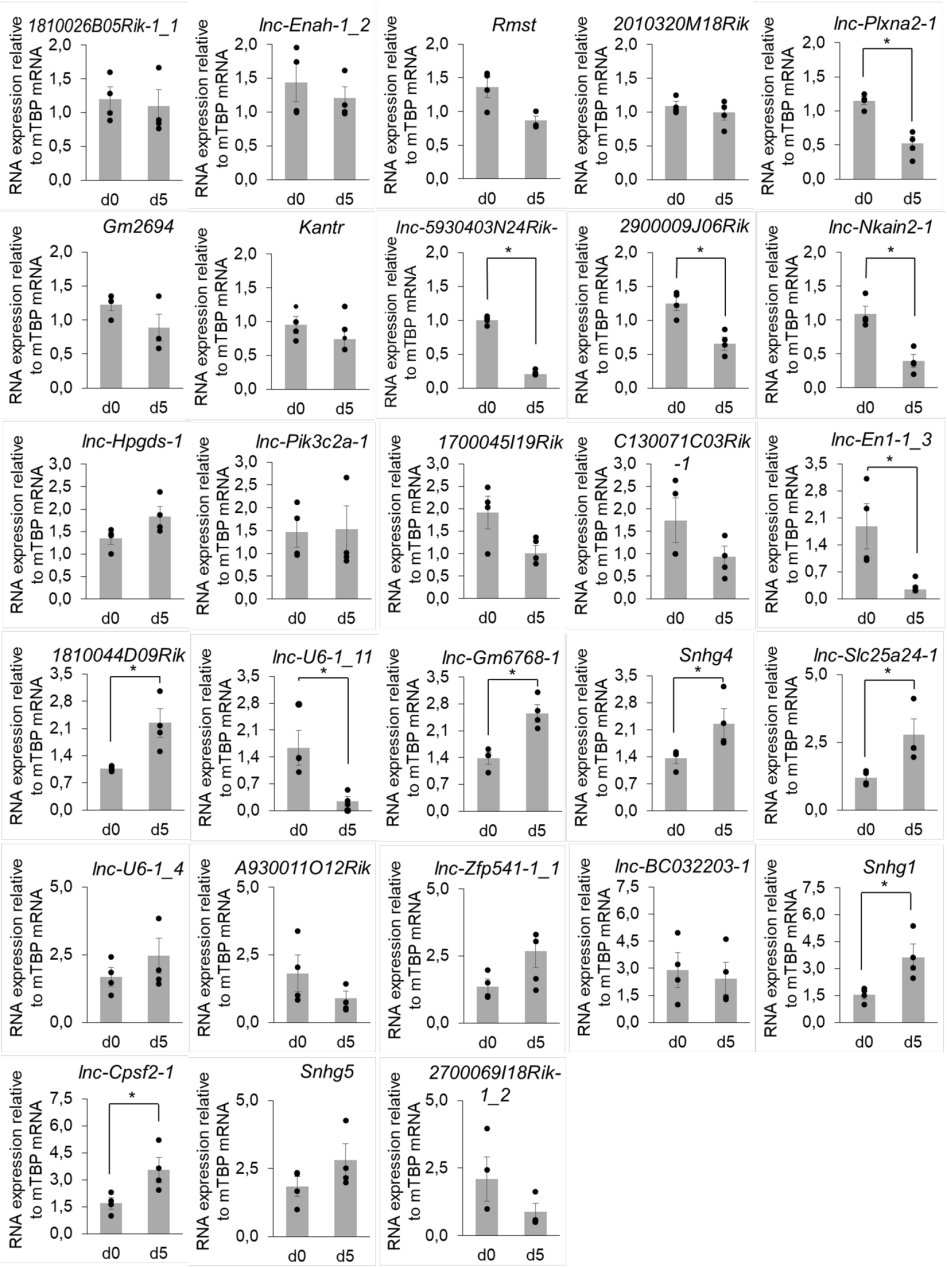
RNA expression of selected lncRNAs in primary cultures from E14,5 ventral mesencephalons at day 0 and after 5 days. Grey columns represent the mean value of 4 independent culture experiments depicted by black circles. mRNA expression was normalized relatively to *Tbp* mRNA expression. Values represented corresponds to the mean value of the 3 replicates from each experiment, normalised to the value of 1 reference experiment at day 0. Error bars show standard error of the mean. *p-value ≤ 0,05.

## Discussion

In this study, we identified and characterized the DA repertoires of lncRNA loci and open chromatin regions from ventral mesencephalons at E14.5. We found 1,294 lncRNAs expressed in DA neurons, among which 939 had not been previously described. Most of these transcripts were intergenic or divergent. As a comparison, we also identified 1,293 lncRNAs expressed in hindbrain 5-HT neurons, comprising 806 novel transcripts. Regarding their position relative to the closest gene, 5-HT lncRNAs were predominantly intergenic and overlapping antisense. Moreover, both repertoires reflected the two distinct populations since only 165 lncRNAs were found in common. In parallel, ATAC-seq analysis allowed for the identification of 45,402 open chromatin regions in E14.5 DA neurons, more than twice the number of ATAC-seq peaks observed in 5-HT neurons (18,658). These putative active regulatory regions were distributed within intergenic, exonic, and intronic loci, as well as within promoter regions. Comparing regions of open chromatin from DA and 5–HT neurons, we observed that more than a third of the DA repertoire were not found in the 5-HT neurons, whereas most of the 5-HT ATAC-seq peaks were also mapped in DA neurons. We overlapped the DA repertoires of lncRNAs and open chromatin regions and identified specific regions mostly associated with novel DA lncRNAs. Finally we selected lncRNAs expressed in the DA datasets and analysed their expression in a primary culture of ventral mesencephalons.

Consistent with data from the literature, our study highlights the high degree of cell-specificity of both lncRNAs repertoire and map of open chromatin, that actually represent more accurate molecular signatures associated with cellular subtypes than protein-coding genes (Fig. 3)^15–19^. Regarding lncRNAs, we indeed observed that the majority of the lncRNAs expressed in DA neurons were described for the first time, and the comparison with lncRNAs identified from 5-HT neurons highlighted even more this cell-specificity as only a small fraction of transcripts were expressed in both neuronal subtypes. However, in contrast with many studies^19,54,55^, we did not eliminate transcripts carrying a single exon in our identification criteria but retained monoexonic transcripts with a clear ATAC-seq signal overlapping their TSS. Example of a novel monoexonic transcript is illustrated in Supplementary Fig. S5d. 

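The transcript in Supplementary Fig. S5d, lnc-Hpgds-1, lies on the plus strand of chromosome 6 from 65100926 to 65101303. The ATAC-seq region at its TSS, from 65100634 to 65101015, had a peak in DA replicate 3 only, with a score of 3.58, against a lowest score of 3.03 and a median of 4.01 over the peaks of that library. DA replicates 1 and 2 and both 5-HT libraries had no peak there. The bases around the TSS read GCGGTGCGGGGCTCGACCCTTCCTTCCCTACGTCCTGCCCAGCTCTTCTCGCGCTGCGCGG. All 13 monoexonic lncRNAs of Table 1 had a peak at the TSS in at least 1 DA library, and 11 had one in all 3. The other exception was lnc-U6-1_4, with a peak in DA replicates 1 and 3 (scores 3.45 and 3.37).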

Using such stringent criteria, we cannot rule out that some monoexonic lncRNAs are missing in the repertoires due to the sequencing under-representation of transcript 5′ ends (Supplementary Fig. S1). This technology bias is more important for long transcripts. The average length of monoexonic transcripts is of 918 nt and 745 nt in the DA and 5-HT repertoires respectively, consistent with the size range where the sequencing bias is minimal (Supplementary Fig. S1). The resulting repertoire contained 73.1% of monoexonic transcripts among the novel lncRNAs identified (and only 16.9% among the annotated lncRNAs). Therefore we cannot exclude that the cell-specificity that we observed was in part due to a bias associated with the lack of annotation of single exon lncRNAs. Nevertheless, this bias does not imply that these monoexonic lncRNAs were not specifically expressed in DA neurons, and the fact that we found a majority of cell-specific transcripts comparing DA and 5-HT lncRNAs using the same criteria to generate both repertoires, indicated that both constitute molecular signatures of the neuronal subtypes they have been generated from. Moreover, for the lncRNAs identification process and further cell-specificity analyses, we focused on transcripts expression, rather than gene expression. Thus, we noticed that several transcripts could be detected at the same locus, representing isoforms of the same gene, and decided to only consider the most expressed transcript. Using this strategy, we took into account not only the transcription process, but also the splicing process that is still poorly studied regarding lncRNAs. This way, we have been able to identify cell-specific isoforms of lncRNAs, resulting in a number of cell-specific lncRNAs more precise and higher than if we had chosen an identification process based on genes.

In order to select lncRNAs actively transcribed, we used ATAC-seq data to identify TSS of our candidate transcripts. However, we observed numerous multiexonic transcripts that were expressed within our criteria, but still did not harbour an ATAC-seq peak at their TSS. 

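Of the multiexonic lncRNAs in Supplementary Table S1, 30 had no region of the DA repertoire at the TSS, and 28 had no peak in any DA library. They were more frequent among unannotated multiexonic lncRNAs, where 15 of 21 had no region of the repertoire, than among annotated ones, where 15 of 54 had none. The shares with a region were 28.6% (95% Wilson interval 13.8 to 50.0%) and 72.2% (59.1 to 82.4%). Widening the search to regions within 500 bp of the TSS raised the number of lncRNAs of the table with a region to 71. Loci and exon numbers were used as printed. Dlx1as, counted as annotated and without a region, is printed on chromosome 7, where its transcript number is out of order, so this locus may be wrong. lnc-5930403N24Rik-1 has 2 exons in Supplementary Table S1 and 1 in Table 1, and was counted accordingly in each.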

Again, a possible explanation lies in the sequencing of polyadenylated RNA that often results in a decrement in mapped reads towards the first exons. It is therefore possible that some of the expressed lncRNAs that were not displaying an ATAC-seq peak at their putative TSS were in fact not integrally sequenced. It is also possible that these lncRNAs could be detected with RNA-seq, but that there was no permissive region detectable at their promoter by ATAC-seq. This could be explained by very weak transcriptional activity producing stable transcripts and/or active transcription in a small subset of cells. To circumvent this issue, single cell deep RNA-seq and ATAC-seq for the study of lncRNAs is essential, even though the development of these techniques at this scale is still at its beginning.

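After merging, the mean number of peaks was 79989 ± 23551 (SD, n = 3) in the DA libraries and 30788 ± 11197 (SD, n = 2) in the 5-HT libraries, a difference of 49201. Every DA library had more peaks than either 5-HT library. A two-sided exact permutation test gave p = 0.2, the smallest p that this test can give for 3 against 2 libraries. The limits of the deposited regions are shared by the 5 libraries, so the length covered counts whole shared regions. The regions with a peak covered 42.4, 56.4 and 56.2 Mb in DA replicates 1, 2 and 3 and 33.5 and 23.4 Mb in 5-HT replicates 1 and 2.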

We generated maps of open chromatin from DA and 5-HT neurons and observed that the DA datasets displayed far more putative regulatory regions than the 5-HT datasets. Such difference between cell types has already been described^56^ and is potentially intrinsically associated with the nature of the cells studied. However, the percentage of ATAC-seq peaks specific to DA neurons was strikingly higher than the peaks only present in the 5-HT neurons. While this observation demonstrates consistency between DA repertoires of lncRNAs and open chromatin regions that both display an important cell-specificity, it shows quite a difference within the 5-HT repertoires. Indeed, many lncRNAs but only 3% of the open chromatin regions were specific to 5-HT neurons. 

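All 3 DA libraries had a region overlapping the promoters of the 10 genes of DA progenitors and differentiated DA neurons in Fig. 6. Both 5-HT libraries had a peak at 5 of them, En1, En2, Nr4a2, Foxa2 and Kcnj6. Lmx1b and Slc6a3 (Dat) had one in 5-HT replicate 1 only, and Slc18a2 (Vmat2) in 5-HT replicate 2 only. Neither 5-HT library had a peak at Th or Lmx1a. The promoter of the 5-HT marker Tph2, on chromosome 10 with its TSS at 114622078, had a peak in all 5 libraries.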

The weak specificity level of ATAC-seq peaks compared to the DA datasets could however reflect the fact that the cell population extracted from E14.5 r1-3 rhombomeres also expressed DA marker genes. Also, because of the reduced numbers of ATAC-seq peaks in 5-HT neurons compared to DA neurons, we cannot rule out that the number of monoexonic transcripts that are intergenic was underestimated in 5-HT neurons (139 *versus* 384 in the DA repertoire, see material and methods). Indeed, we chose to discard from our analysis monoexonic transcripts that do not harbour an ATAC-seq peak at their putative TSS in our analysis. However, the difference between the DA and 5-HT ATAC-seq datasets is principally due to a preferential loss of intergenic and intronic peaks (respectively 3.6 and 3.1 times less in 5-HT neurons, Fig. 4a). Therefore, it is possible that some intergenic lncRNAs displaying a single exon in the 5-HT repertoire have been eliminated from our analysis.

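For each intergenic region of the 5-HT repertoire there were 3.67 in the DA repertoire, and the ratio was 3.34 for introns, 1.68 for exons and 1.30 for promoters. Intergenic regions made up 44.9% of the difference in number between the repertoires, introns 41.5%, promoters 8.34% and exons 5.30%. With a promoter from 2 kb upstream to 500 bp downstream of a TSS, the ratio was 3.70 for intergenic regions and 4.00 for introns. Along 10 classes of the DA repertoire ordered by score, the share of promoters ran from 6.91% in the lowest to 59.7% in the highest.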

Importantly, Genome Wide Association studies have allowed identification of many SNPs in human pathologies that are associated with non-coding regions of the genome^29,30,57^, suggesting that numerous risk factors linked to diseases could alter the function of lncRNAs or enhancer regions. Our work substantiates the increasing literature showing that lncRNAs and open chromatin regions constitute very specific molecular signatures, and strengthens the need to study these elements in distinct cellular subtypes, especially in the context of human pathologies that are associated with dysfunction of specific cells, such as cancers, Diabetes or Parkinson’s Disease. Interestingly, 44 Parkinson’s disease risk loci have been identified from meta-analysis of genome wide association studies^57,58^. Using synteny analysis, we found 8 lncRNAs of the DA repertoire located in the mouse syntenic regions corresponding to genomic areas of the Parkinson’s disease human risk loci, (Supplementary Table S2). Among these lncRNAs, 6 were unannotated and 5 of them were specifically found in DA neurons. Although found in both DA and 5-HT neurons, 2900009J06Rik-1, one of the candidate lncRNAs we studied, is significantly more expressed in ventral mesencephalons than in rhombencephalons of E14.5 embryos (Supplementary Fig. S5). Overall, this highlights the cell-specificity of the lncRNAs potentially linked to Parkinson’s Disease. Discovery of cell-specific regulatory lncRNAs or regulatory DNA sequences might therefore provide new clues towards a better comprehension of human diseases but also advancements in the search of therapeutic targets.

## Material and Methods

### Animals

All procedures were conducted in compliance with the European and French legislations (EU directive 2010/63/UE), and were approved by the “Direction Départementale de la Protection des Populations” under accreditation number A75-13-19.

To purify dopaminergic (DA) neurons by fluorescence-activated cell sorting (FACS) prior to RNA-seq and ATAC-seq, we used TH-GFP mice, in which GFP is expressed under the control of the *Th* promoter^41^. This transgenic line, maintained on C57BL/6J background, was generously given by H. Okano. To isolate serotonergic (5-HT) neurons by FACS, we were generously given by C. Parras Mash1-CRE × ROSA YFP mice, in which YFP is expressed in 5-HT neurons^46^. Mice had *ad libitum* access to food and water, and were housed in cages containing up to 5 animals under temperature-controlled conditions and maintained on a 12/12 hours light/dark cycle.

To obtain E14.5 embryos, males from these transgenic lines were mated with Swiss wild-type females overnight, and pregnancies confirmed the next morning by inspection of the vaginal plug, defining embryonic day 0.5.

For primary cell culture experiments, we used E14.5 embryos of Swiss wild-type mice purchased from Charles River, France.

### Tissue collection

To obtain DA neurons, 5–15 ventral mesencephalons from E14.5 embryos were dissected for each experiment. Regarding 5-HT neurons, 4–8 regions containing rhombomeres r1, r2 and r3 of the hindbrain were carefully removed from the embryonic brains for each experiment. After removing the meninges, tissue was collected in ice-cold HBSS 1X until dissociation.

### Fluorescence-activated cell sorting (FACS)

Tissue was mechanically dissociated into a single cell suspension in Neurobasal medium with B27 (Life Technologies) and kept at 4 °C until FACS purification. Cell suspensions were filtered with a 50 μm filter and then processed by FACS for selection of DA GFP^+^ or 5′HT YFP^+^ cells. FACS was performed on an INFLUX 500 cell sorter. Dead cells were excluded by addition of propidium iodide. Cell suspensions from ventral mesencephalons or hindbrain r1-3 of wild-type mice were used to adjust background fluorescence. For RNA-seq, single cells were collected in Lysis Buffer (RNeasy Micro Kit Qiagen) with 1% of β-mercapto-ethanol and immediately kept in dry ice at −80 °C until RNA extraction. For ATAC-seq or isolated cells culture on GFP^+^ or YFP^+^ cells, single cells were collected in Neurobasal medium with B27 supplement (Life Technologies), 2% FBS and kept at 4 °C.

### Immunofluorescence

An average of 8000 cells sorted by FACS (GFP^+^/GFP^−^ and YFP^+^/YFP^−^) were independently plated on Poly-D-lysine hydrobromide (Sigma) coated Labteck, cultured for 90 min in Neurobasal medium with B27 supplement and 20% FBS. Cells that attached were fixed with 4% paraformaldehyde in PBS for 10 minutes, followed by successive washes with PBS and PBS-Tween (1X, 0.1% Tween). After incubation in blocking solution for 1 h (PBS-Tween 10% goat serum), cells were immunolabelled overnight at 4 °C using the following antibodies: mouse anti-TH (1:400; Millipore MAB318), rabbit anti-GFP-YFP (1:750; Megaprob A11122), rabbit anti-TPH2 (1:500; Novus Biologicals). The next day, samples were washed, then incubated during 1 h at room temperature with the following secondary antibodies: goat anti-rabbit Alexa 555 (1:1000; Invitrogen A-21428), goat anti-rabbit Alexa 488 (1:1000; Invitrogen A-11008), goat anti-mouse Alexa 555 (1:1000; Life Technologies A21425). Nuclei were labelled with Hoechst. All images were collected on a Leica microscope.

### Primary cell culture from E14.5 ventral mesencephalons

Dissociation of E14.5 ventral mesencephalons was performed by alternating mechanical dissociation and 10 min decantation steps 4 times. Dissociated cells from E14.5 ventral mesencephalons were cultured in 12 well-plates previously coated with Neurobasal medium complemented with 1% ECM (Sigma-Aldrich), Fibronectin from bovine plasma (1:250, Sigma-Aldrich) and 1% Penicilin/streptomycin (Life Technologies). Around 1 ventral mesencephalon was used for each well. Cells were incubated for 5 days at 37 °C, 5% CO_2_ with Neurobasal medium complemented with B27 + vitamin A supplement (1:50; Life Technologies), 1% L-glutamine (Life Technologies), 1% Penicilin/streptomycin, 20 mg/mL GDNF (Peprotech), 1 mM AMPc (Sigma-Aldrich) and 20% FBS (Helvetica Health Care). Twenty mg/mL of freshly made GDNF was added at days 2 and 4. Four independent experiments were conducted. For each experiment, dissociated cells were distributed within 3 wells at day 0 and cultured independently until collection at day 5 for RT-qPCR.

### RNA extraction

Total RNA was extracted from DA or 5-HT neurons using an RNeasy Microkit (Qiagen) following manufacturer’s instructions. RNA was treated with DNAse I (Qiagen) for 20 minutes at room temperature to prevent genomic DNA contamination. For RT-qPCR, RNA concentrations were determined by spectrophotometry (Nanodrop 2000c, THERMO Scientific). For RNA-seq, a High Sensitivity RNA ScreenTAPE analyzer (Agilent Technologies) was used to assess RNA concentrations as well as the RNA integrity number (RIN) to verify RNA quality for all tested samples. RNA was stored at −80 °C until reverse transcription or RNA-seq.

### Real time quantitative RT-PCR (RT-qPCR)

Up to 500 ng RNA was used to generate a first cDNA strand (Superscript II reverse transcriptase, THERMO Fisher Scientific) with random hexamers as indicated by the manufacturer. qPCR experiments were realized on the Light Cycler 96 or 1536 real-time PCR system (Roche); with SYBER green detection. The comparative method of relative quantification (2^−ΔΔ*CT*^) was used to calculate the expression levels of each target gene and mouse *Tbp* mRNA was used to normalize the expression of all samples. The list of primers used is provided in the Supplementary table S3.

### RNA-sequencing (RNA-seq)

Three independent FACS experiments were achieved for each neuronal subtype, providing 34,110 to 82,678 GFP^+^ cells for DA neurons and 9,207 to 11,107 YFP^+^ cells for 5-HT neurons. One ng of total RNA was used for RNA-seq. For FACS-purified samples of DA neurons, stranded library was prepared using TotalScript RNA sequencing kit (Epicentre) following manufacturer’s recommendation. For purified samples of 5-HT neurons, non-stranded library were prepared using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech) following manufacturer’s recommendation. 3 DA and 3 5-HT libraries were sequenced using NextSeq500 HighOutputKit v2 (300cycles) cartridge (FC-404-2004 Illumina).

### ATAC-sequencing (ATAC-seq)

Three independent FACS experiments were achieved for DA neurons analysis, providing 50,000 to 87,500 GFP^+^ cells, and 2 independent FACS experiments were performed for 5-HT neurons analysis, providing respectively 11,448 and 19,407 YFP^+^ cells. Sorted cells by FACS were collected in Neurobasal medium with B27 supplement (Life Technologies), 2% FBS and kept at 4 °C until ATAC-Seq. Cells were centrifuged at 500 g, at 4 °C during 20 min. Cells were resuspended in 25 μl of lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) during 10 min at 4 °C. Then supernatant was taken out after a centrifugation at 500 g, at 4 °C during 30 min. For transposase reaction, the pellet was resuspended in 25 μl of 12.5 μl 2x TN buffer; 2 μl of Tn5; 10.5 μl d’H2O and incubated at 37 °C for 1 h. Then 5 μl of clean-up buffer (900 mM NaCl, 300 mM EDTA, 5% SDS) were added with 2 μl of 5% SDS and 2 μl of Proteinase K, and cells were incubated for 30 min at 40 °C. Samples were then cleaned with two SPRI clean up (Agencourt © AMPure ©XP), with 68 μl of SPRI beads, eluted in 13 μl of buffer EB (Qiagen Cat No./ID: 19086). Extracted DNA concentration was measured by ScreenTAPE analyzer (Agilent Technologies). To generate libraries, PCR reactions were performed using the kapa PCR mix (Kapa biosystem) with 12.5 μl Kapa, 1 μl primers and 11.5 μl of sample, with the NextEra primers (1 μl /primer). PCR conditions were performed as described: 98 °C during 2 min and then 9 cycles of 98 °C during 20 s, 63 °C during 30 s, 72 °C during 1 min. Then, a new SPRI clean-up was made to do a size cut off of amplified PCR products and after that, DNA concentration was measured by ScreenTAPE analyzer (Agilent Technologies). Finally, a second PCR was performed with the same conditions as the first one and a last SPRI clean-up was made and library of tagged open chromatin was ready to be sequenced. Libraries were sequenced, with 75 bp paired-end reads, on an Illumina NextSeq500 plateform,

### Bioinformatics

#### RNA-seq data processing

Raw sequencing data was quality-controlled with the FastQC program. Adapter sequences were removed by Cutadapt. Low quality reads were trimmed or removed using Trimmomatic (minimum length: 40 bp). Reads were aligned to the mouse reference genome (build mm9) with the TopHat2 tool^59^ (option for no multihits) and mapping results were quality-checked using RNA-SeQC. Normalization and differential analysis were performed with the DESeq2 package.

#### ATAC-seq data processing

Steps for quality control were identical to those used for RNA-seq data treatment (Trimmomatic, FastQC). Reads with a length below 100 bp have been removed in further analysis. Paired-end reads were mapped to the mouse genome (build mm9) with Bowtie2. Duplicate reads were discarded with the Picard tools. Peaks were called using the MACS2 program with the option callpeak. Individual peaks separated by less than 100 bp were merged with BEDOPS and features annotations were obtained from the HOMER mm9 database. We mapped 52,862; 93,056 and 94,352 peaks from the 3 DA datasets, and 38,772 and 22,880 peaks from the 2 5-HT datasets. 

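Merging deposited peaks less than 100 bp apart within each library left 52804, 92945 and 94217 peaks in the DA libraries and 38705 and 22870 in the 5-HT libraries. Merging peaks up to 500 bp apart gave 51525, 89117 and 90534 peaks in the DA libraries and 37770 and 22633 in the 5-HT libraries. The median score of a peak was 5.13, 4.44 and 4.01 in DA replicates 1, 2 and 3 and 4.48 and 3.69 in 5-HT replicates 1 and 2. Many peaks of some libraries shared the lowest score, 2491 in DA replicate 1, 6764 in DA replicate 3 and 3629 in 5-HT replicate 1, whereas a single peak had it in each of the other libraries.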

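Taken as deposited, without further merging, the regions with a score above 0 in all 3 DA libraries numbered 45672, and those in both 5-HT libraries 18822. Using the peaks of the first library of each cell type as the counting unit gave 45654 and 18817. When a library had to cover at least 50% of a region, the numbers were 45641 and 18808.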

We extracted the ATAC-seq peaks present simultaneously in the 3 ATAC-seq datasets obtained from DA neurons (n = 45,402) and the ATAC-seq peaks in both datasets originating from 5-HT neurons ( = 18,658), as shown in Fig. 4a. 

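By these definitions, and with the deposited regions unmerged, 17616 regions were DA-specific, 513 were 5-HT-specific and 16856 were common to the 5 libraries.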

To analyse the number of specific or common ATAC-seq peaks between the DA and 5-HT datasets, we selected the DA-specific peaks as peaks present in the 3 DA datasets but absent in both 5-HT datasets; the 5-HT-specific peaks as peaks present in both 5-HT datasets but absent in the 3 DA datasets; and the common ATAc-seq peaks between DA and 5-HT neurons as peaks present in the 5 datasets. 

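In the merged list, 11218 regions had a peak in the 3 DA libraries and in only one 5-HT library, and 1470 had a peak in both 5-HT libraries and in only some DA libraries. Of the latter, 510 were present in 1 DA library and 960 in 2. A further 51491 regions had a peak in 1 DA library and no other, and 5926 in one 5-HT library and no other.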

We therefore excluded from this stringent analysis the peaks found in the 3 DA datasets but only in one 5-HT dataset (n = 10930), as well as the peaks found in both 5-HT datasets but only in one or two DA datasets (n = 1289).

Data from ATAC-seq and RNA-seq results were intersected based on overlaps between a given ATAC peak and the first/last nucleotide of a TSS/TTS, respectively.

#### Construction of lncRNA catalogues

Transcriptomes were assembled using the Cufflinks/Cuffmerge suite, guided by the GENCODE GTF mm9 annotation file. Quantification and normalization at the gene (XLOC) and transcript (TCONS) levels were performed with Cuffquant/Cuffnorm. A consolidated result file containing transcript attributes (e.g., exon number, Cufflinks class-code), FPKM values, intersection with ATAC peaks as defined above, and GENCODE annotations, was then produced. Annotated lncRNAs were selected from TCONS entries whose Cufflinks class-codes were different from ‘−’ (Unknown, intergenic transcript) and ‘x’ (Exonic overlap with reference on the opposite strand) and whose annotation contained one of the following biotype: “lncRNA”, “antisense”, “non_coding”. Potential novel lncRNAs were identified from TCONS entries characterized by Cufflinks class-codes ‘−’ or ‘x’. For both classes, the following criteria were used: length > 200 bp and FPKM ≥ 1 in at least 1 sample out of 3 replicates.

The closest protein-coding gene for each lncRNA was identified using the tool ‘bedtools closest’. Coding potential of transcripts was assessed using CPAT^42^ (cut-off: 0.44). Those information were included in the repertoire consolidated file. Moreover, lncRNAs located at a distance lower than 1 kb from a known gene on the same strand (or whose strand was undetermined), were eliminated.

Due to technical reasons, the libraries of 5-HT neuron RNA-seq experiments were not performed in a stranded-specific manner, resulting in the inability to infer the strand for unannotated monoexonic transcripts. Regarding transcripts displaying multiple exons, assignment of the strand was performed by identification of consensus splice sites by the TopHat2 tool. Since our strategy was to discard transcripts lying within 1 kb from a protein-coding gene on the same strand, this led us to discard all unannotated monoexonic transcripts located at less than 1 kb from a protein-coding gene for the 5-HT repertoire, leaving mostly intergenic lncRNAs (i.e. located at a distance superior to 1 kb from a protein-coding gene). Thus, for comparative analyses of specificity between DA and 5-HT repertoires, we have compared lncRNAs presenting the same characteristics in both repertoires, i.e. we excluded the monoexonic transcripts located at less than 1 kb of a protein-coding gene from the DA repertoire. This way we avoided the introduction of a biased estimation of cell specificity. Correspondences between lncRNAs of the two cell type repertoires were defined with the following strategy. A reciprocal intersection between transcript coordinates of each repertoire was computed with a threshold equal to 90% of sequence length in common; the number of exons of the pairs thus defined had to be identical; coordinates for each pair of exons had to differ from no more than 50 bp for internal exons and 500 bp for outermost exons. Then manual curation has been performed to ensure the strength of the correspondences. lncRNA labelled as “Specific gene” do not have counterpart in the repertoire of the other cell type. LncRNAs expressed as distinct isoforms in each cell type belong to the category called “same gene specific isoform”. LncRNAs expressed as the same isoform in both repertoires are labelled as “same gene same isoform”, and are non-specific.

### Gene Ontology (GO), Pathway enrichment analysis and search for transcription factors motifs

To perform GO and Pathway enrichment analysis on a list of genes, Enrichr was exploited, using GO Biological process, Panther 2016, and Wikipathway 2016 databases^60,61^. To perform these analyses on non-coding regions, we used GREAT that analyses the annotations of the nearby genes, using GO biological processes and MGI phenotype ontology databases^62^. To search for transcription factors-associated motifs, RSAT was used^63^.

### Statistics

Statistical analyses to assess differences in gene expression from day 0 to day 5 of cell cultures were conducted using two-tailed Mann Whitney *U*-tests (GraphPad Prism 6). For each gene, values were normalised to the mean of the 3 replicates of 1 experiment at day 0. Values represented therefore correspond to the mean value of the 3 replicates from each experiment, normalised at day 0.

One-tailed Mann Whitney *U*-tests were used to compare lncRNA expression between ventral mesencephalons and r1-3 rhombomeres. Mann Whitney U-tests and p-values are gathered in Supplementary Tables S4.

For GO and Pathway enrichment analysis on a list of genes with Enrichr, a Fisher exact test was used. A Binomial test over genomic regions was performed for GO biological processes and MGI phenotype ontology analyses using GREAT.

## Supplementary information

Supplementary material

## Data Availability

The GEO accession number for RNA-Seq and ATAC-Seq reported in this paper is: GSE108917.

# Supplementary material for: Long non-coding RNA repertoire and open chromatin regions constitute midbrain dopaminergic neuron - specific molecular signatures
**Source:** Sci Rep. 2019 Feb 5;9:1409. doi: 10.1038/s41598-018-37872-1

**Long non-coding RNA repertoire and open chromatin regions constitute midbrain dopaminergic neuron - specific molecular signatures.**

Gendron J., Colace-Sauty C., Beaume N. Cartonnet H., Guegan J., Ulveling D., Pardanaud-Glavieux C., Moszer I. , Cheval H. and Ravassard P.

**SUPPLEMENTARY MATERIAL**

## SUPPLEMENTARY TABLES

### **Supplementary Table S1. Top 100 most expressed lncRNAs from the DA**

**repertoire.** The transcript ID, locus, number of exons, strand, category, as well as the official annotation, if existing, of each lncRNA are provided. If unannotated, the lncRNA is called lnc-name\_of\_the\_closest\_coding\_gene

### **Supplementary Table S2. lncRNAs from the DA repertoire located in syntenic mouse regions of Parkinson's Disease-associated risk loci.**

For each locus, we selected a 400 kbp region centered on the most significant single nucleotide polymorphism (SNP) and performed synteny analysis to search for the corresponding mouse chromosomal region. Precisely, syntenic regions were identified using pairwise whole genome alignments (*net.axt* files) of hg19 vs mm9 from UCSC. Then bedtools was used to intersect our region of interest with these *net.axt* files, followed by manual curation.

lncRNAs from the DA repertoire found in the mouse syntenic loci are represented in the table, not yet annotated lncRNAs are in bold, and DA-specific lncRNAs (compared to the 5-HT repertoire) are contained in a grey cell.

### **Supplementary Table S3. List of primers used for quantitative RT-PCR.**

**Supplementary Table S4. Mann Whitney U tests and p values** regarding expression of marker genes (a) and candidate lncRNAs (b) in primary cultures from E14,5 ventral mesencephalons at day 0 compared to day 5 (Fig. 6 and 7), as well as selected lncRNAs expression in ventral mesencephalons compared to rhombomeres r1-3 of E14,5 mice embryos (c).

# Supplementary Table S1

|                |                           |   |   |                      |                       |                       |
|----------------|---------------------------|---|---|----------------------|-----------------------|-----------------------|
| TCONS_00124588 | chr6:113020392-113027204  | 2 | - | ENSMUST00000124246.3 | Gt(ROSA)26Sor         | divergent             |
| TCONS_00013480 | chr10:36859252-36861073   | 2 | - | ENSMUST00000062667.3 | Inc-5930403N24Rik-1   | overlapping antisense |
| TCONS_00032463 | chr12:120591340-120591768 | 1 | + | -                    | Inc-Gm6768-1          | Intergenic            |
| TCONS_00055859 | chr16:21331970-21333413   | 1 | - | 76222.1 (refSeq)     | Magef1                | Intergenic            |
| TCONS_00080252 | chr2:180454525-180456872  | 2 | + | -                    | Inc-2310003C23Rik-1   | Intergenic            |
| TCONS_00046552 | chr15:8395177-8395858     | 1 | + | -                    | Inc-Nipbl-1_2         | divergent             |
| TCONS_00158266 | chrX:35533292-35533923    | 1 | - | ENSMUST00000118349.1 | Inc-Gm14556-1         | Intergenic            |
| TCONS_00063741 | chr17:46993166-46994043   | 1 | - | -                    | Inc-BC032203-1        | Intergenic            |
| TCONS_00156731 | chrX:136965424-136970007  | 2 | + | -                    | Inc-Gm8097-1          | Intergenic            |
| TCONS_00004331 | chr1:183950276-183959960  | 2 | + | -                    | Inc-Enah-1_2          | divergent             |
| TCONS_00075420 | chr2:72817481-72826734    | 3 | + | ENSMUST00000123087.1 | 1700011J10Rik         | overlapping antisense |
| TCONS_00130838 | chr7:123587063-123587841  | 1 | + | -                    | Inc-Pik3c2a-1         | Intergenic            |
| TCONS_00126450 | chr7:6706061-6707220      | 1 | + | -                    | Inc-Peg3-1            | Intergenic            |
| TCONS_00160880 | chrX:148729370-148762038  | 3 | - | ENSMUST00000148326.1 | 2900056M20Rik         | Intergenic            |
| TCONS_00052924 | chr16:21794435-21809110   | 3 | + | ENSMUST00000151043.1 | 1300002E11Rik         | Intergenic            |
| TCONS_00069468 | chr19:33466203-33467304   | 1 | + | ENSMUST00000163093.1 | Inc-Rnl3-1            | overlapping antisense |
| TCONS_00152101 | chr9:72827531-72833183    | 2 | - | ENSMUST00000124565.1 | Gm5918                | divergent             |
| TCONS_00154256 | chrX:20937991-20941748    | 2 | + | ENSMUST00000127554.1 | Gm5124                | Intergenic            |
| TCONS_00123013 | chr6:47381784-47383146    | 2 | - | -                    | Inc-Cul1-1            | Intergenic            |
| TCONS_00083290 | chr7:71368650-71375948    | 2 | - | ENSMUST00000137251.2 | Dlx1as                | overlapping antisense |
| TCONS_00001682 | chr1:75195223-75195974    | 3 | + | ENSMUST00000145459.1 | Ankzf1                | overlapping antisense |
| TCONS_00129509 | chr7:88668541-88676385    | 4 | + | ENSMUST00000143530.1 | 2900076A07Rik         | Intergenic            |
| TCONS_00038691 | chr13:49436219-49436720   | 1 | - | -                    | Inc-Bicd2-1           | divergent             |
| TCONS_00152261 | chr9:79914299-79914634    | 1 | - | -                    | Inc-Senp6-1_2         | divergent             |
| TCONS_00048473 | chr15:89875438-89905660   | 6 | + | ENSMUST00000082986.1 | Inc-U6-1_11           | Intergenic            |
| TCONS_00117334 | chr5:143200556-143206004  | 3 | - | -                    | Inc-Slc29a4-1         | Intergenic            |
| TCONS_00034375 | chr12:100801028-100801739 | 1 | - | -                    | Inc-Gm16956-1         | Intergenic            |
| TCONS_00159850 | chrX:100655711-100678915  | 8 | - | ENSMUST00000127786.1 | Xist                  | Intergenic            |
| TCONS_00092846 | chr3:40689819-40698045    | 3 | - | ENSMUST00000149173.1 | 6430590A07Rik         | overlapping antisense |
| TCONS_00140569 | chr8:75016833-75055466    | 2 | + | ENSMUST00000167312.1 | Gm17435               | overlapping antisense |
| TCONS_00033795 | chr12:79326111-79327505   | 1 | - | -                    | Inc-Gphn-1            | divergent             |
| TCONS_00065449 | chr18:35713064-35717970   | 4 | + | ENSMUST00000166243.1 | Snhg4                 | Intergenic            |
| TCONS_00068467 | chr19:4125989-4131727     | 6 | + | ENSMUST00000140405.2 | Tmem134               | divergent             |
| TCONS_00000415 | chr1:30827140-30828646    | 5 | + | -                    | Inc-Phf3-1            | Intergenic            |
| TCONS_00144005 | chr8:55605787-55615351    | 5 | - | ENSMUST00000152597.1 | Spcc3                 | Intergenic            |
| TCONS_00042776 | chr14:68743028-68743543   | 1 | + | -                    | A230070E04Rik         | divergent             |
| TCONS_00151396 | chr9:54672021-54673162    | 2 | - | -                    | Inc-Ireb2-1           | Intergenic            |
| TCONS_00070743 | chr19:6530711-6532011     | 2 | - | ENSMUST00000149574.1 | Gm14964               | overlapping antisense |
| TCONS_00056047 | chr16:28752921-28753322   | 2 | - | -                    | Inc-1600021P15Rik-1_2 | Intergenic            |
| TCONS_00051980 | chr16:6349112-6488226     | 2 | + | -                    | Inc-Rbfox1-1_1        | Intergenic            |
| TCONS_00089311 | chr3:63709353-63709731    | 1 | + | -                    | Inc-snoU13-1          | Intergenic            |

**Supplementary Table S2**

| <b>Most significant SNP</b> | <b>Nearest gene</b> | <b>lncRNA from DA repertoire</b> |
|-----------------------------|---------------------|----------------------------------|
| rs6430538                   | TMEM163,CCNT2       | 2900009J06Rik-1                  |
| rs11060180                  | OGFOD2              | Gm16001-1                        |
| rs115185635                 | CHMP2B              | <b>lnc-Chmp2b-1</b>              |
| rs4784227                   | TOX3                | <b>lnc-Tox3-1_2</b>              |
| rs14235                     | ZNF646              | <b>lnc-Fbxl19-1</b>              |
| rs1555399                   | TMEM229B            | <b>lnc-Arg2-1</b>                |
| rs329648                    | MIR4697             | <b>lnc-Gm17254-1</b>             |
| rs356182                    | SNCA                | <b>lnc-Snca-1</b>                |

**Supplementary Table S3**

| <b>gene name</b>           | <b>forward 5'-3'</b>  | <b>reverse 5'-3'</b>  |
|----------------------------|-----------------------|-----------------------|
| Lmx1a                      | ctgcagaaggggtgacgagtt | gtggtcaggatgggtctg    |
| Lmx1b                      | aaaggcagtgagatgacgg   | tctgctgccaatgtctctcg  |
| En1                        | gggtctactgcacacgctatt | ttttcttcttagcttctggtg |
| En2                        | gctattctgaccggccttct  | gactcggtcaggctgagctc  |
| Nr4a2                      | gcctagctgttgggatgggt  | cgagggcactgatcagactc  |
| Foxa2                      | gtgaagatggaagggcacga  | tcattccagcgcccacatag  |
| Th                         | gcctcctcacctatgcactc  | ctgggagaactgggcaaagt  |
| Dat                        | ctccaccctcatcaaccac   | atcttcagacaccagcagc   |
| Vmat2                      | gctcctcaccaaccattca   | cagccacagatgagcaagag  |
| Kcnj6                      | gttcgagagaggcgatcag   | atcctgggtccatggaatcg  |
| Tph2                       | ctgaatccgcctgagagcat  | ccgtacatgaggactcggtg  |
| Gfap                       | aaagactgtggagatgcggg  | aaggaaggaagtgtggtg    |
| <i>1810026B05Rik-1</i>     | agatggaatgaaaggcctgca | tgggctgccatcttgatttct |
| <i>Inc-Enah-1</i>          | cctgcctcacttctcctgg   | tcaagctgtgtacacgaccc  |
| <i>Rmst</i>                | tttgagagctcggtccattt  | ctcaggatcggtgacaat    |
| <i>2010320M18Rik</i>       | aaccgaacgacctcaactcc  | tcgcctccattcctccac    |
| <i>Inc-Plxna2</i>          | gtgcaagctatacccctgca  | agagggcagtaggggacatt  |
| <i>Gm2694</i>              | cagcctaacgtctccaagca  | tacgtgctttggacctctgc  |
| <i>Kantr</i>               | tgcattcctctccagacggt  | tcggaggagtctgtgtcca   |
| <i>Inc-5930403N24Rik-1</i> | ttctcgctccatcggtcac   | ttgccaccgaagtaccagac  |
| <i>2900009J06Rik</i>       | tctgtcattgggagacgcc   | gctggactaggggtgggaac  |
| <i>Inc-Nkain2-1</i>        | ccactggaaaacctgcatgc  | ttccgttcggtcctttagc   |
| <i>Inc-Hpgds-1</i>         | acacaaatgccagaccccaa  | acagtagagccaaaggtgcc  |
| <i>Inc-Pik3c2a</i>         | ctttcattccctccagcgt   | ctgtcagcaaacaccaaggc  |
| <i>1700045I19Rik</i>       | tgagcccaccttcgattgtc  | gccccatggaagagataggc  |
| <i>C130071C03Rik</i>       | cgcatagccatctgaccact  | tggcattttccagccttacct |
| <i>Inc-En1</i>             | gttcgaagtctaccagggt   | ttcacacaaaagcccactgg  |
| <i>1810044D09Rik</i>       | tggaaaaggaacactgcca   | gcgtgtgaaggagaaacagc  |
| <i>Inc-U6_11</i>           | gagaacaactgccccaaaagg | aatgcagggtggagtcaggc  |
| <i>Inc-Gm6768</i>          | cccataccaagaccaacc    | ctagtttggggtgcagtga   |
| <i>Snhg4</i>               | cagtttgaggcgatgtctgc  | ctagaaccacagtgcaccct  |
| <i>Inc-Slc25a24-1</i>      | aattccccacggttgatgct  | tttggggatgggatgggttg  |
| <i>Inc-U6-1_4</i>          | gagccaagttcaagcgcaaa  | aactttattgaggggcgggg  |

|                        |                      |                       |
|------------------------|----------------------|-----------------------|
|                        |                      |                       |
| <i>A930011O12Rik</i>   | tacacccggaccctacactc | gaccaccgcatccttcctac  |
| <i>Inc-Slc25a24-1</i>  | ctggagctggtgttcgagtt | tcaagaagcctcgaccacac  |
| <i>Inc-BC032203-1</i>  | gtttgcttcggtcgcttgt  | tccttagcggtgtcagctgg  |
| <i>Snhg1</i>           | aggatgggtgtacgctctct | ctggtacggctcctttgttc  |
| <i>Inc-Cpsf2-1</i>     | ccagtggcctagctccct   | catccaaagacaaatcccgca |
| <i>Snhg5</i>           | cgttcacaaggacaatggcg | ggcatctcactgggtcagcat |
| <i>2700069I18Rik-1</i> | agataatgtccgagccgctg | cttcggccgagcagttttc   |

Supplementary Table S4

a

|              | U | p      |
|--------------|---|--------|
| <b>Lmx1a</b> | 3 | 0.2    |
| <b>Lmx1b</b> | 0 | 0.0286 |
| <b>En1</b>   | 0 | 0.0286 |
| <b>En2</b>   | 7 | 0.8286 |
| <b>Nr4a2</b> | 0 | 0.0286 |
| <b>Foxa2</b> | 6 | 0.6571 |
| <b>Th</b>    | 7 | 0.8286 |
| <b>Dat</b>   | 0 | 0.0286 |
| <b>Vmat2</b> | 3 | 0.2    |
| <b>Kcnj6</b> | 0 | 0.0286 |
| <b>Tph2</b>  | 0 | 0.0286 |
| <b>Gfap</b>  | 0 | 0.0286 |

c

|                      | U | p      |
|----------------------|---|--------|
| <b>Snhg5</b>         | 8 | 0.3413 |
| <b>Inc-En1-1_3</b>   | 0 | 0.0079 |
| <b>Inc-U6-1_11</b>   | 0 | 0.0079 |
| <b>Inc-Hpgds-1</b>   | 8 | 0.3413 |
| <b>2900009J06Rik</b> | 2 | 0.0317 |
| <b>Snhg1</b>         | 6 | 0.1984 |

b

|                            | U   | p      |
|----------------------------|-----|--------|
| <b>1810026B05Rik-1_1</b>   | 5   | 0.4857 |
| <b>Inc-Enah-1_2</b>        | 5   | 0.4857 |
| <b>Rmst</b>                | 1   | 0.0571 |
| <b>2010320M18Rik</b>       | 5.5 | 0.5143 |
| <b>Inc-Plxna2-1</b>        | 0   | 0.0286 |
| <b>Gm2694</b>              | 3.5 | 0.2286 |
| <b>Kantr</b>               | 7   | 0.8286 |
| <b>Inc-5930403N24Rik-1</b> | 0   | 0.0286 |
| <b>2900009J06Rik</b>       | 0   | 0.0286 |
| <b>Inc-Nkain2-1</b>        | 0   | 0.0286 |
| <b>Inc-Hpgds-1</b>         | 1   | 0.0571 |
| <b>Inc-Pik3c2a-1</b>       | 6   | 0.6571 |
| <b>1700045I19Rik</b>       | 2   | 0.1143 |
| <b>C130071C03Rik-1</b>     | 2   | 0.1143 |
| <b>Inc-En1-1_3</b>         | 0   | 0.0286 |
| <b>1810044D09Rik</b>       | 0   | 0.0286 |
| <b>Inc-U6-1_11</b>         | 0   | 0.0286 |
| <b>Inc-Gm6768-1</b>        | 0   | 0.0286 |
| <b>Snhg4</b>               | 0   | 0.0286 |
| <b>Inc-Slc25a24-1</b>      | 0   | 0.0286 |
| <b>Inc-U6-1_4</b>          | 6   | 0.6571 |
| <b>A930011O12Rik</b>       | 2   | 0.1143 |
| <b>Inc-Zfp541-1_1</b>      | 3   | 0.2    |
| <b>Inc-BC032203-1</b>      | 7   | 0.8286 |
| <b>Snhg1</b>               | 0   | 0.0286 |
| <b>Inc-Cpsf2-1</b>         | 0   | 0.0286 |
| <b>Snhg5</b>               | 4   | 0.3429 |
| <b>2700069I18Rik-1_2</b>   | 2   | 0.1143 |

## SUPPLEMENTARY FIGURE LEGENDS

### **Supplementary Fig. S1. Normalized read coverage along the 5'-3' sequences of all known Refseq expressed transcripts in our datasets.**

The sequence position is normalized from 0 to 100%. 0 corresponds to the 5' end and 100 to the 3' end. Independent plots corresponding to the 3 DA RNA-seq samples were generated according to the transcript length. These data clearly confirm the existence of a technology-associated bias that implies that transcription start sites (TSS) are underrepresented in our sequencing datasets, especially for long transcripts, independent of the number of exons.

**Supplementary Fig. S2. FACS sorting from Masch1 CRE X Rosa YFP mice E14.5 embryos allows for efficient enrichment in 5-HT neurons.** **a-** FACS sorting of YFP<sup>+</sup> and YFP<sup>-</sup> cell populations for subsequent RNA-seq and ATAC-seq analyses. **b-** *Tph2* expression (red) assessed by immunofluorescence on YFP<sup>+</sup> and YFP<sup>-</sup> cells cultured for 90 minutes after FACS. Nuclei were stained using Hoechst (blue). **c-** *Tph2* mRNA relative expression of 3 independent YFP<sup>+</sup> cell populations (triangle, diamond and square) used for RNA-seq, compared to their matching control YFP<sup>-</sup> cell populations. The bar represents the mean of the 3 enrichment values. mRNA expression was normalized relatively to *Tbp* mRNA expression. **d-** mRNA expression in Log10(FPKM) of numerous cellular subtype marker genes. Each circle represents mRNA expression of a marker gene from 1 RNA-seq, and the bar represents the mean of the 3 values. Error bars show standard error of the mean. The color code is as follow: green, serotonergic neurons; yellow, dopaminergic neurons; blue, GABAergic neurons; purple, glutamatergic neurons; mustard, noradrenergic neurons; brown, radial glial like cells.

**Supplementary Fig. S3. Principal component analysis (PCA).** PCA1, represented by the X-axis, segregates DA neurons (blue) from the 5-HT neurons (orange), with 86% of the variance between all the datasets. PCA2, represented by the Y-axis, illustrates 7% of the variance between the samples. Of note, one replicate from the 5-HT datasets segregated from the 2 others in PCA2, and corresponds to a dataset in which less reads were mapped.

**Supplementary Fig. S4. Identification of the lncRNAs expressed in the 5-HT neurons from hindbrain rhombomeres r1-r3 of E14.5 embryos.** Number of lncRNAs depending on their categories. Dark grey, lncRNAs annotated in Ensembl; light grey, lncRNAs unannotated.

**Supplementary Fig. S5. Schematics of the locus of selected lncRNA candidates and their comparative expression in E14.5 embryos ventral mesencephalons and rhombomeres 1-3.** **a-** *Snhg5* (intergenic, annotated); **a'**- enlargement of **a**; **a''**- *Snhg5* expression; **b-** *Inc-EN1-1\_3* (intergenic, unannotated); **b'**- enlargement of **b**; **b''**- *Inc-EN1-1\_3* expression; **c-** *Inc-U6-1\_11* (intergenic, unannotated); **c'**- enlargement of **c**; **c''**- *Inc-U6-1\_11* expression; **d-** *Inc-Hpgds-1* (intergenic, unannotated); **d'**- *Inc-Hpgds-1* expression; **e-** *2900009J06Rik* (overlapping antisense, annotated); **e'**- *2900009J06Rik* expression; **f-** *Snhg1* (divergent, annotated); **f'**- *Snhg1* expression. lncRNAs are represented in black if not annotated or in dark blue if annotated. ATAC-seq peaks are depicted in black, reads from RNA-seq are in light blue for the DA minus strand, dark blue for the DA plus strand and orange for the 5-HT track (unstranded). The scales represent reads per millions (RPM). **a''**, **b''**, **c''**, **d'**, **e'** and **f'**- Expression experiments have been performed on 5 independent samples containing each 5 ventral mesencephalons (DA) and 4 independent samples containing each 5 rhombomeres r1-3 (5-HT) of E14.5 embryos. RNA expression from each sample is depicted by black circles and grey columns represent the mean values. RNA expression was normalized relatively to *Tbp* mRNA expression and to the mean of the DA samples. Error bars show standard error of the mean. \* p-value ≤ 0.05 ; \*\* p-value ≤ 0.01.

Supplementary Figure S1

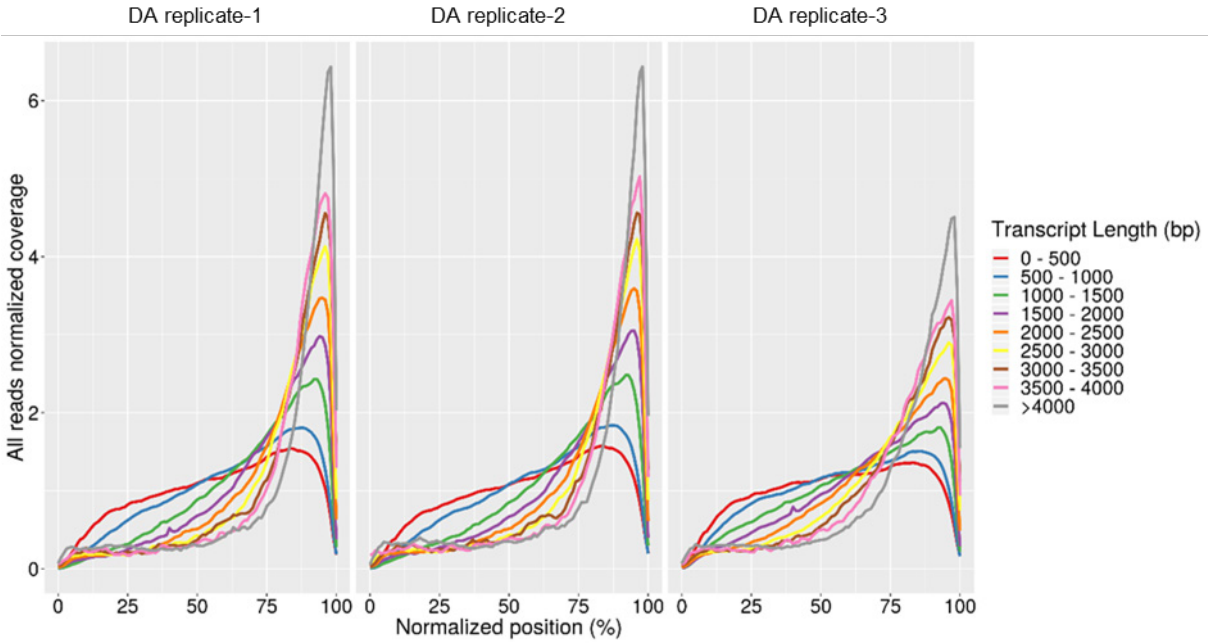

Supplementary Figure S2

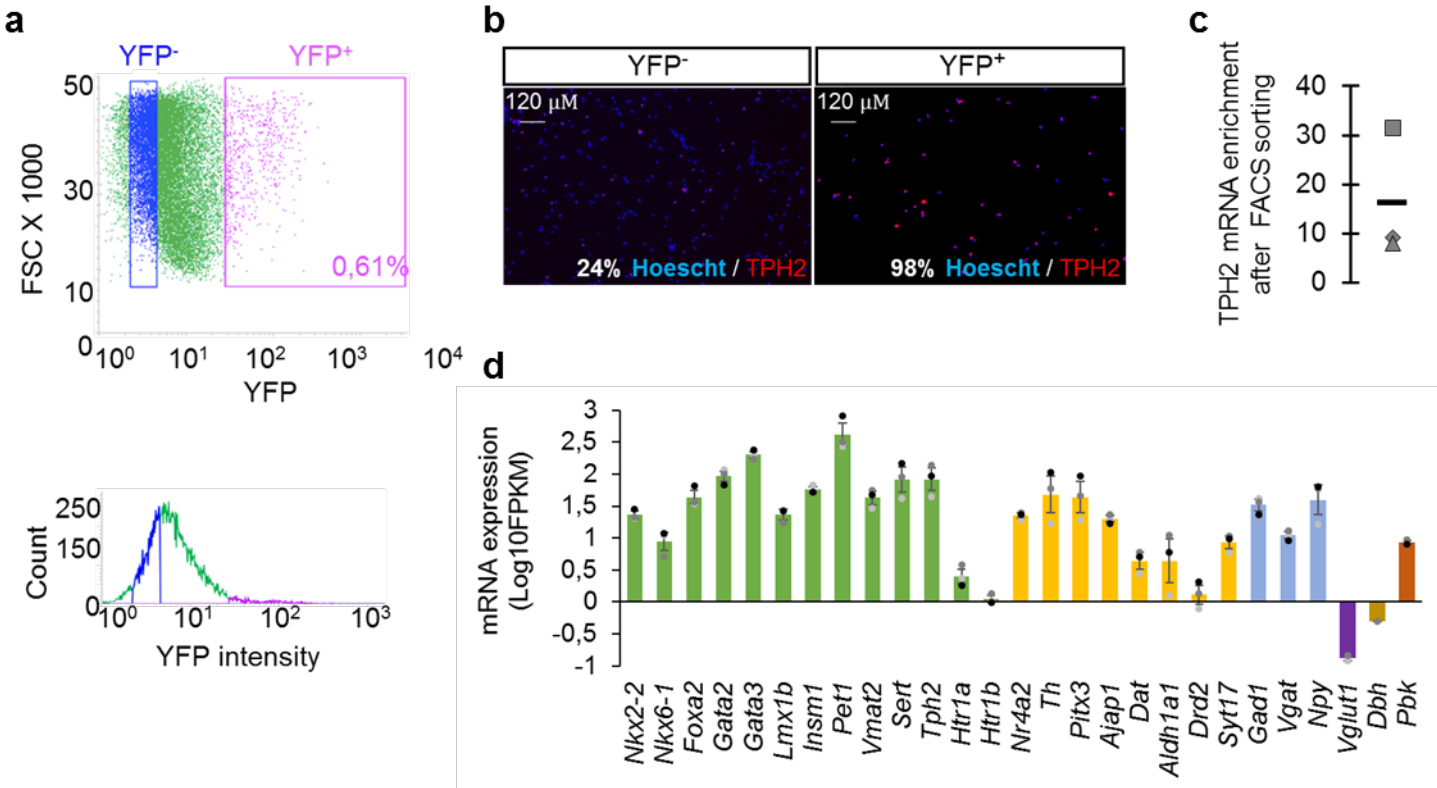

Supplementary Figure S3

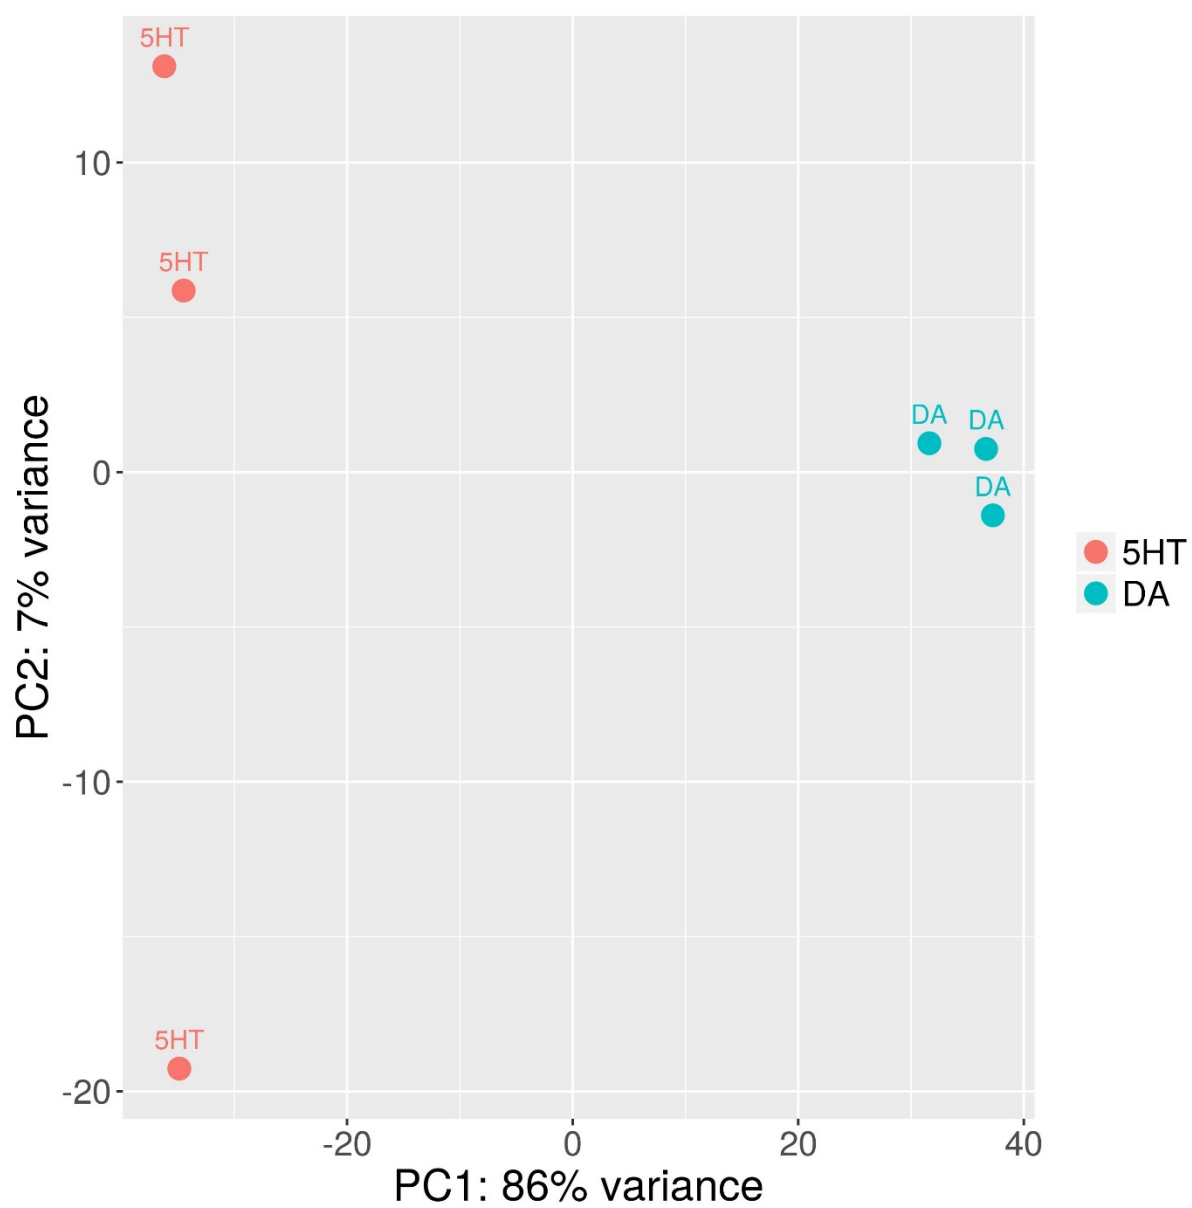

Supplementary Figure S4

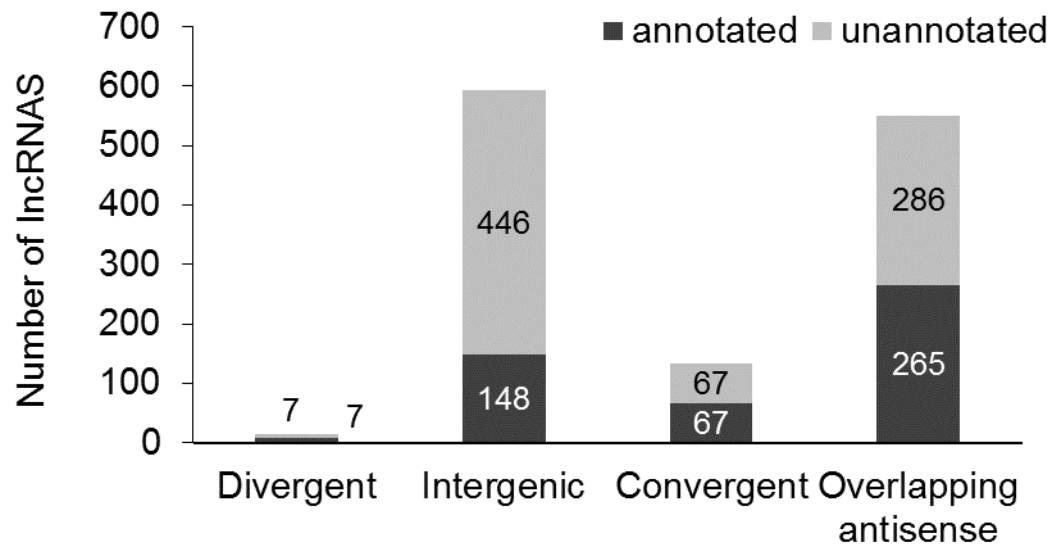

Supplementary Figure S5

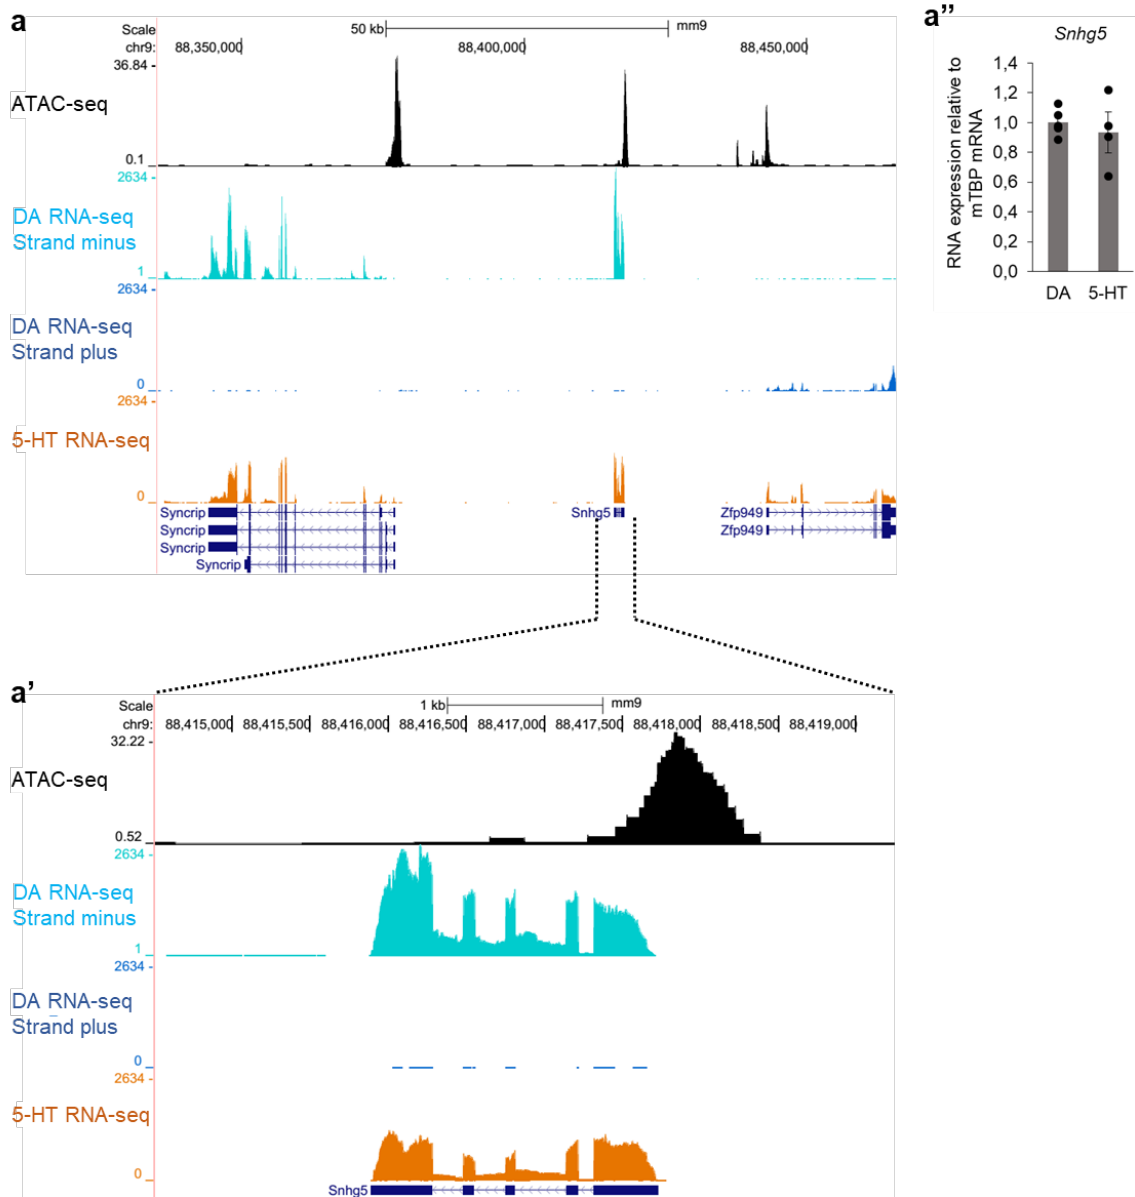

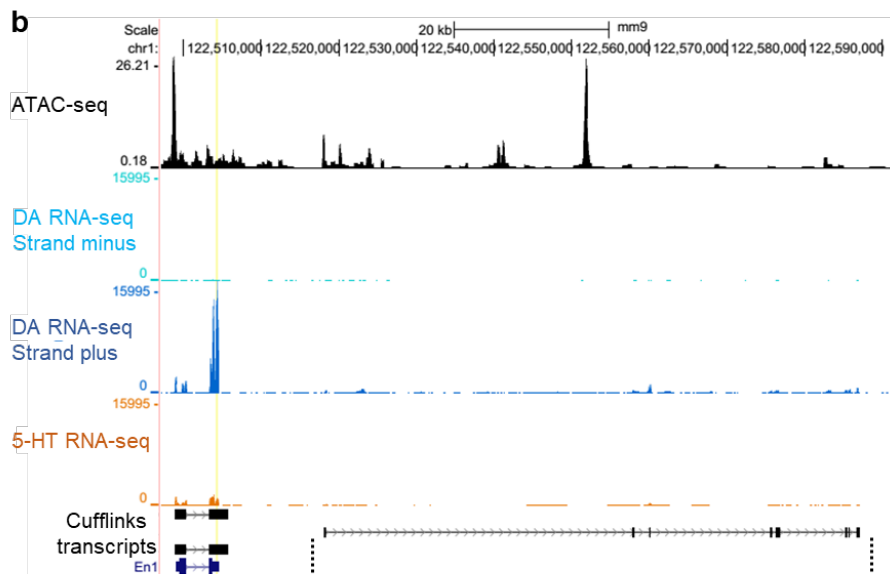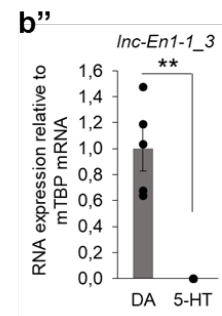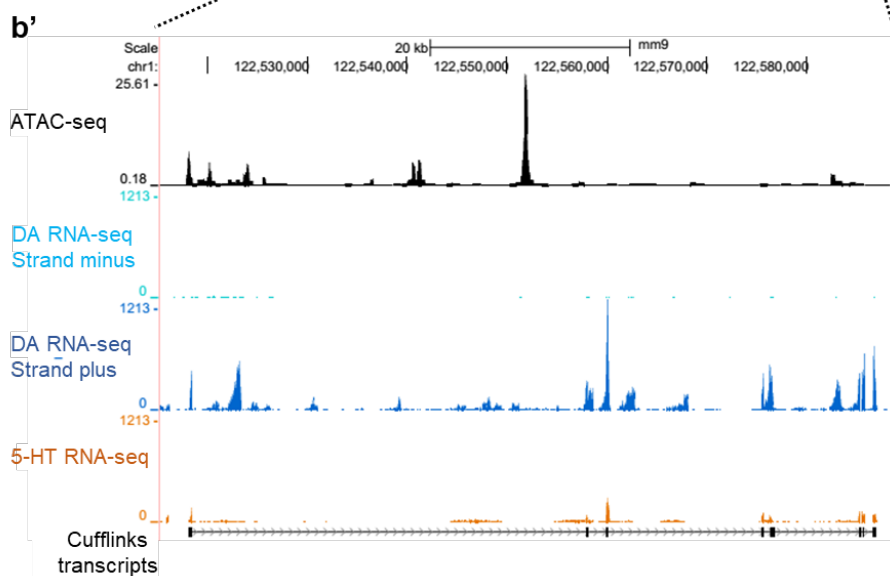

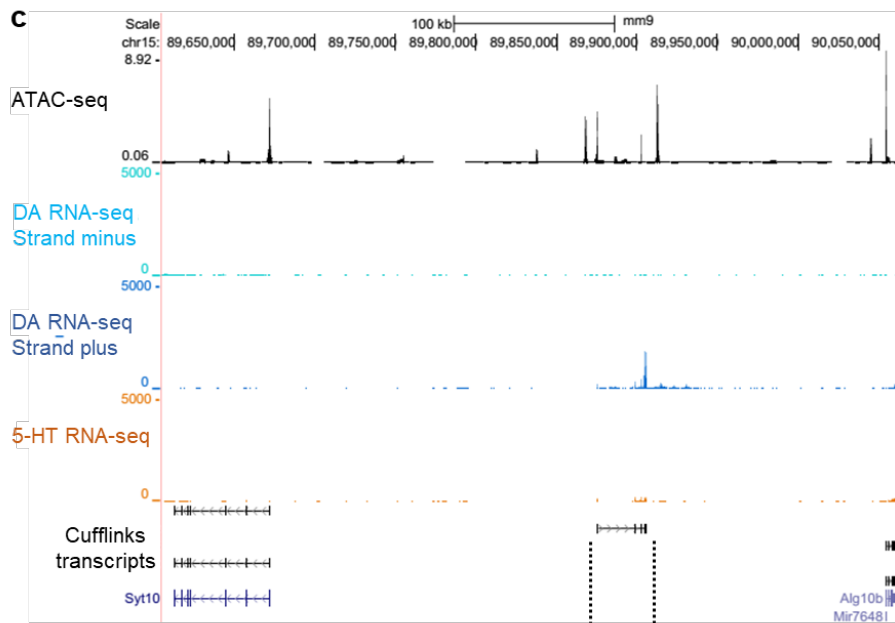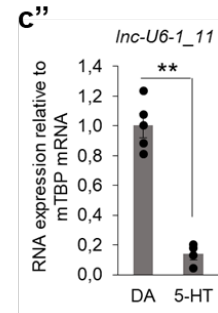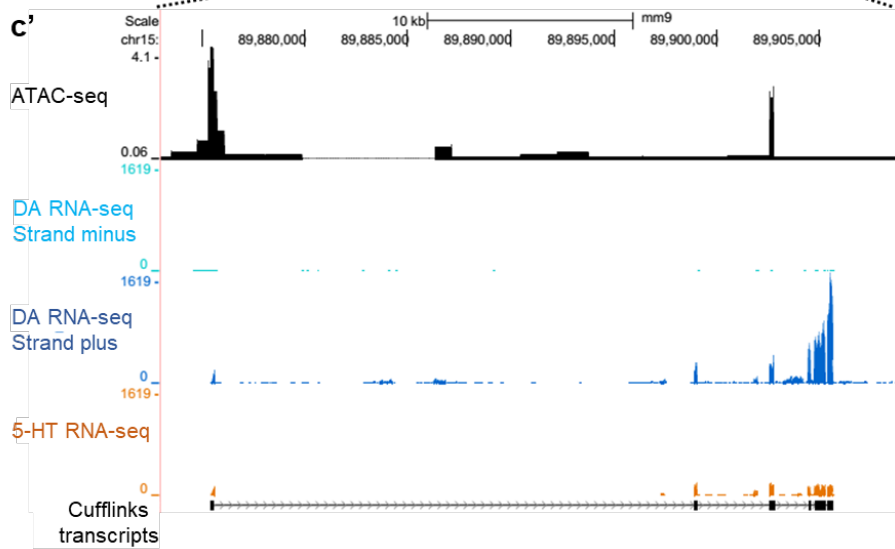

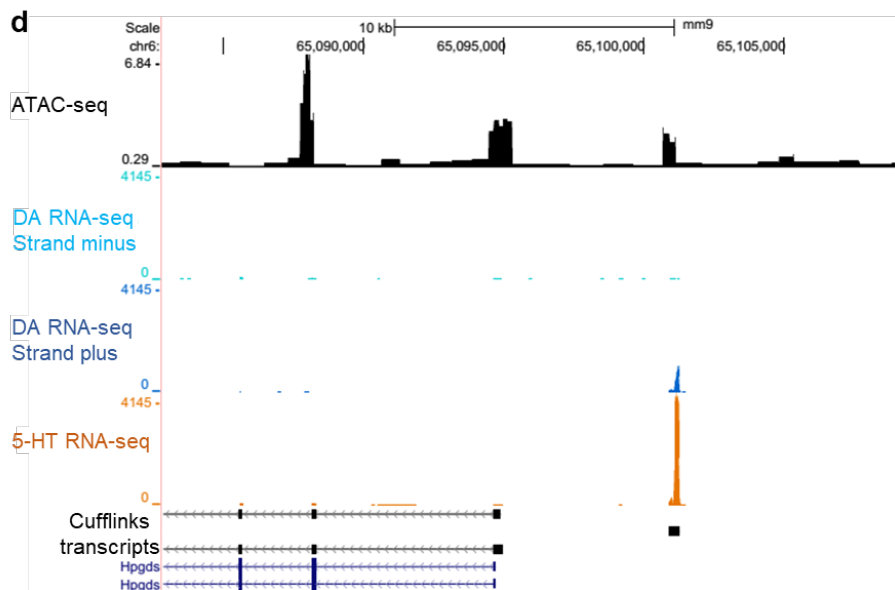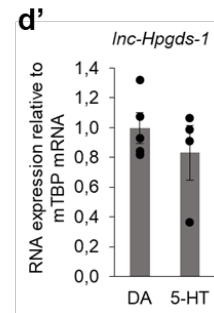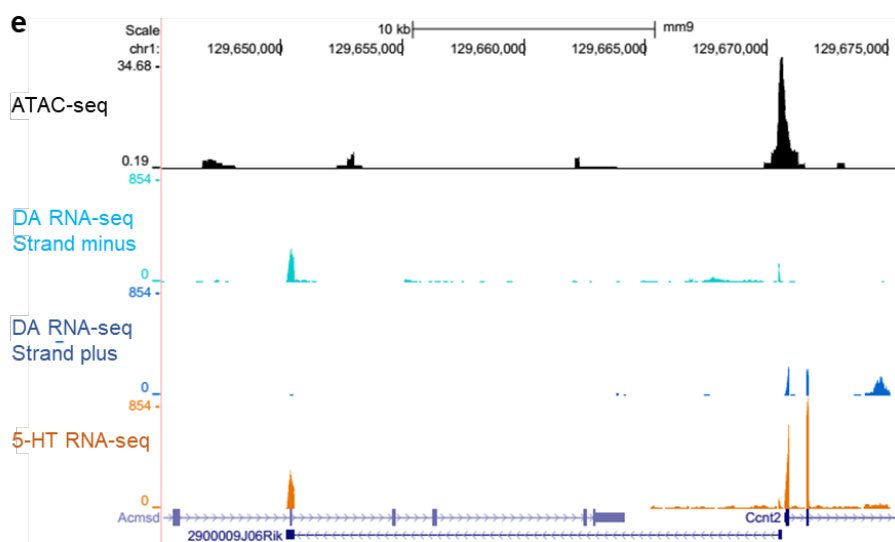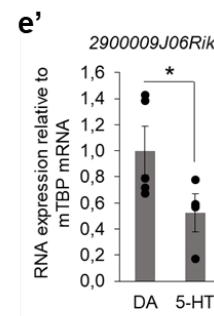

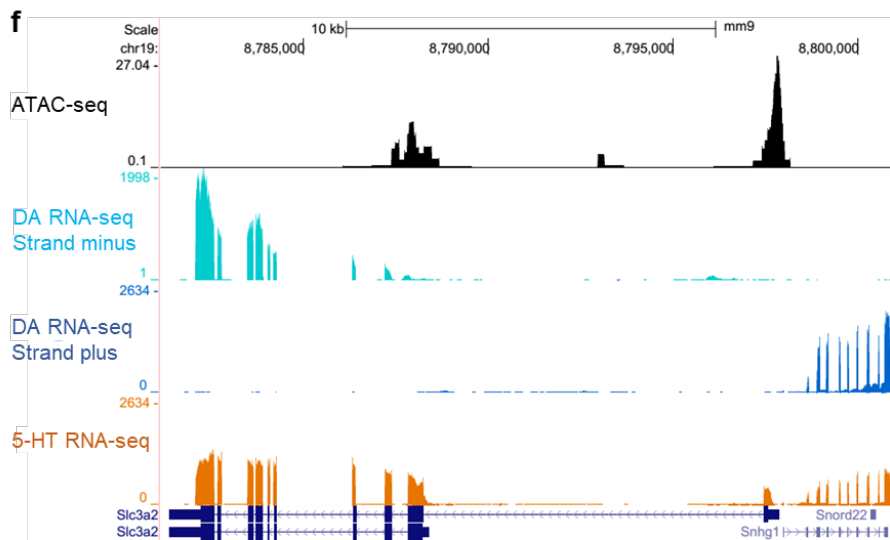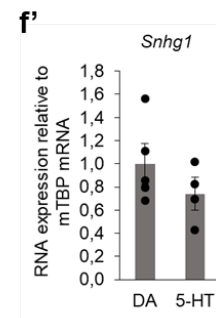

**Supplement:** Supplementary file 1 — Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

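ATAC-seq was analysed for 3 libraries of DA neurons and 2 libraries of 5-HT neurons from E14.5 mouse embryos. The authors trimmed the paired-end reads with Trimmomatic, aligned them to mm9 with Bowtie2, removed duplicates with Picard, called peaks with MACS2 and merged peaks less than 100 bp apart with BEDOPS. The paper's text gives a minimum read length and the distance for merging, and does not give the versions of these tools or the threshold for calling peaks. For each library, the authors deposited a score for each of 131942 regions, and a score of 0 marks a region without a peak in that library. The scale of the score is not named, and the columns that usually hold the signal, the p-value and the q-value hold -1 in every line. The score was therefore used to rank, describe or filter the peaks of a library, and presence or absence was compared between libraries. The exception is the ranking of regions by their lowest score over several libraries, which treats these scores as if on the same scale. One line with a misspelled chromosome name was read as the chromosome it stands for. The read depth of each library is unknown, and the confidence intervals of shares cover counting error only. Regions and lncRNAs are not replicates, so a test across them describes these lists and not the cell types.

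Peaks less than 100 bp apart were merged within each library, and the peaks of the 5 libraries were merged in the same way into 131065 regions. A region was present in a library when a peak overlapped it by at least 1 bp. The DA repertoire, the 5-HT repertoire, and the common, DA-specific and 5-HT-specific regions follow the paper's definitions. Regions were placed by their centre in promoters (1 kb upstream to 100 bp downstream of a TSS), exons, introns or intergenic loci of the GENCODE annotation for mm9, in this order. For a gene named by itself, the region that overlaps its promoter was taken, with the most libraries where there were several, and its centre can lie outside the promoter. Shares carry 95% Wilson intervals. Comparisons at the same number of peaks kept the highest-scoring peaks of each library. The ranking by -log10 p that had been planned was replaced by the score. The mean numbers of peaks were compared by a two-sided exact permutation test, the Jaccard index of pairs of libraries by a one-sided exact permutation test, and groups of lncRNAs by two-sided Fisher's exact tests. The planned test of monoexonic against multiexonic lncRNAs is not reported, because the monoexonic lncRNAs had been selected by an ATAC-seq peak. A lncRNA was taken as annotated when Supplementary Table S1 gives the identifier of an annotated transcript, although some of these carry the names of unannotated lncRNAs. The TSS of a lncRNA was taken from its coordinates and strand in Supplementary Table S1, and from either end for the 7 lncRNAs of Table 1 whose strand was not given. The chance level of an overlap was taken from the same positions moved by 1 Mb.

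The main settings, the alternatives and the rule for named items were set before the data were examined, except where the text says otherwise. The rule named the lncRNAs of Table 1 and of Supplementary Fig. S5, lncRNAs of Supplementary Table S1 named after a gene of Fig. 6, the promoters of the genes of Fig. 6, and the 3 DA-specific and 3 5-HT-specific regions with the highest score in their lowest library. Its ranking by fold enrichment was replaced by the score. The counts of sequence words, the list of positional genes, the search for copies of the highest-scoring regions and the steps between scores were added later. Words were counted on both strands in the central 200 bp of intergenic regions, and odds ratios were also computed within 10 classes of GC content (Mantel-Haenszel). The SOX words and their reversed controls were fixed before they were counted, and the words AAGGTCA and TTGGCA were picked after a scan of all words of 7 bases. Copies were searched with BLAST+ 2.17.0 at 95% identity over at least 90% of the window.

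The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. They were tested on simulated data. Among 20000 simulated regions with known presence, all 7 class counts were recovered. Simulated libraries of a single cell type with unequal numbers of peaks gave a DA-specific share of 32.5% and a 5-HT-specific share of 0%, and 1.95% and 2.17% at equal numbers. The noise and the thresholds of these simulated libraries were not fitted to the data. Their shares test the computation and give no chance level for the observed shares. A word planted with an odds ratio of 3.09 in 3000 simulated windows was found with 2.85. RNA-seq, RT-qPCR, the complete lncRNA lists, and databases of gene terms, pathways and motifs were not analysed here.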

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

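The search for copies and the comparisons of sequence words were chosen only after the high scores and the word counts had been seen. Both results concern properties of regions that the paper does not report.

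A few common regions scored far above the others in every library. The highest, an intergenic region on chromosome 2 from 98505073 to 98505380, had a score of 75.5 in its lowest library, against a median of 3.93 over the common regions, and 8 of the 16861 common regions scored above 20 in all 5 libraries. It was listed because the paper gives the number of common regions and does not report their scores. None of the 10 highest regions (0 of 10) aligned to mitochondrial DNA over most of its length, which argues against mitochondrial copies in the nuclear genome. Sequence repeated in the genome may contribute, since the central window of 6 of the 10 had a second match at 95% identity, against 5 of 200 common regions drawn at random, and 3 had at least 5 matches, against 2 of 200. The windows of the other 4 had a single match in the assembly, so this explanation and others cannot be told apart for the set as a whole. Copies missing from the assembly were not tested. The regions at the TSS of Rn45s and lnc-Gm10800-1 are among the 10. The paper lists both in Supplementary Table S1, and whether they are lncRNAs was not tested here. These names were chosen after the values were seen. No biological explanation was tested, as the regions are shared by both cell types.

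The word ACAAWG occurred in 116 of 252 5-HT-specific intergenic regions (46.0%, 95% Wilson interval 40.0 to 52.2%), against 26.2% of the DA-specific intergenic regions, an odds ratio of 2.40 (95% interval 1.86 to 3.09). It was listed because the paper reports a SOX motif for the DA-specific regions and no motif for the 5-HT-specific regions. GC content is argued against as the whole cause by an odds ratio of 2.67 within GC classes. The small number of 5-HT-specific regions is argued against by an odds ratio of 1.76 at 22870 peaks per library, where the word occurred in 36.8% of 887 5-HT-specific and 24.8% of 1402 DA-specific regions. Low scores are argued against by the DA-specific regions in the lowest of 10 classes by score, which held the word in 26.8% of cases, an odds ratio of 1.03 against all DA-specific regions. Over all GC contents, the reversed word GWAACA gave an odds ratio of 1.25. ACTGGAA, the reversed form of another word and so a control too, gave 2.12 (20 of 252 regions) and 1.07 at equal peak numbers, so with all peaks an excess close to this size also occurred for a control word. The odds ratio was lowest without 5-HT replicate 1, at 1.62. A difference in the cells sorted from the hindbrain and the mesencephalon may underlie the word's frequency, as a hypothesis that rests on 2 5-HT libraries and was found and tested on the same data. Other cell types in the sorted populations were not tested.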

How the results depend on the processing

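The alternatives with transcripts of protein-coding genes only, 5000 peaks per library, and all those of the sequence words were chosen only after the results were seen. Of 238 values under an alternative, 16 are fixed by the design and say nothing on stability. With as many peaks as the paper states, every peak of each library is kept, a repertoire does not change when a library of the other cell type is left out, and no region can lie in only some 5-HT libraries when there is 1. A further 5 values belong to the comparison of monoexonic lncRNAs, which is not reported. Of the other 217 values, for 45 results, 149 were counted as unchanged and 68 as moved, 30 of the latter with one replicate left out. For counts, unchanged meant within 1.5 times the main count, and for shares within the spread. This limit was not kept for the differences in share between lncRNAs of Table 1. For the DA repertoire, this difference was 3.21 points, against 9.09 without DA replicate 2 and 0 with a peak in at least 1 DA library. Both alternatives were counted as unchanged, so the 149 overstate stability for this difference. The 149 include all 43 values without merging, with only touching peaks merged, with at least 50% of a region covered or with the peaks of the first library counted. These 43 say little on stability, since the 5 libraries share the limits of their regions. The 149 also include the DA repertoire with a score of at least 3, at 45692 regions. It could not change, since the lowest scores in DA replicates 1, 2 and 3 were 3.45, 3.04 and 3.03. The two-sided permutation test of the difference in the number of peaks cannot give a p below 0.2 with 3 against 2 libraries, so it says nothing on stability.

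With as many peaks as in the library with the fewest, the DA repertoire held 16742 regions, of which 10996 were common, 2823 DA-specific and 2923 present in one 5-HT library, and 2365 regions were 5-HT-specific. The DA-specific share was then 16.9% and the 5-HT-specific share 15.2%. These shares were 11.0% and 8.61% with 10000 peaks per library, and 10.3% and 7.19% with 5000. Fewer peaks enter by construction. The DA-specific share was 38.1% when peaks up to 500 bp apart were merged and 39.1% with a score of at least 3, and the 5-HT-specific share was 2.35% with a score of at least 3. A score of at least 3 can remove peaks of 5-HT replicate 2 only, whose lowest score was 2.83, against 3.03 or more in every other library. The changes at this score thus come from that library, and the DA-specific share could only rise. The cause of the change with merging up to 500 bp was not tested.

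With a promoter from 2 kb upstream to 500 bp downstream of a TSS, promoters, genes and intergenic loci held 30.8%, 33.9% and 35.4% of the DA repertoire and 55.2%, 21.6% and 23.2% of the 5-HT repertoire, and promoters held 7.06% of the DA-specific and 60.6% of the common regions. With any overlap with a promoter, promoters and genes held 30.7% and 33.4% of the DA repertoire and 56.6% and 19.8% of the 5-HT repertoire, and promoters 5.58% of the DA-specific and 62.4% of the common regions. With protein-coding genes only, the DA repertoire had 19.7%, 41.3% and 39.1% in promoters, genes and intergenic loci, the 5-HT repertoire 37.5% in promoters and 26.5% in intergenic loci, and promoters held 3.17% of the DA-specific and 41.4% of the common regions. These definitions assign more or fewer regions to promoters by construction. With a peak in at least 1 DA library, a DA-specific region lay at the TSS of 9 lncRNAs of Supplementary Table S1 and 5 of Table 1, a wider set by construction. The odds ratio of ACAAWG between 5-HT-specific and DA-specific regions was 1.76 with as many peaks as in the library with the fewest, and the cause was not tested.

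Across the 5 fits that each left out one replicate, the difference in peaks ran from 41284 to 62794, the DA repertoire from 45692 to 65216, the 5-HT repertoire from 18847 to 38705, the common regions from 16889 to 26737 and the DA-specific regions from 18955 to 33129. The 5-HT-specific regions ran from 531 to 4872, the regions in all DA and some 5-HT libraries from 0, by construction, to 14389, and those in all 5-HT and some DA libraries from 618 to 7096. The DA-specific share ran from 40.2 to 60.2% and the 5-HT-specific share from 2.82 to 12.6%, and at equal peak numbers from 19.4 to 29.3% and from 16.9 to 33.5%. A repertoire over fewer libraries holds more regions by construction. At equal peak numbers the 5-HT-specific share was higher than the DA-specific share without 5-HT replicate 1 (33.5% against 29.3%) and without 5-HT replicate 2 (30.9% against 26.7%). These fits set 3 DA libraries against a single 5-HT library, so their order cannot be told apart from the unequal number of libraries. With 2 libraries of each cell type, the DA-specific share was the higher one. It was 20.8% against 17.2% without DA replicate 1, 20.1% against 17.1% without DA replicate 2 and 19.4% against 16.9% without DA replicate 3. The odds ratio of ACAAWG ran from 0.890 to 1.00 for DA-specific against common regions, with 1.00 without 5-HT replicate 1, and from 1.62 to 2.60 for 5-HT-specific against DA-specific regions. Across the 3 fits without one DA replicate, 66 to 68 lncRNAs of Supplementary Table S1 had a DA repertoire region at the TSS and 5 to 6 a DA-specific region, and 26 to 27 and 3 to 4 of Table 1. The differences between DA-specific and other lncRNAs of Table 1 ran from 3.21 to 9.09 percentage points for the DA repertoire and from 17.6 to 23.5 for DA-specific regions.

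With the replicate block, which pairs DA and 5-HT libraries 1 and 2, the mean difference in peaks was 42087 (two-sided exact permutation test, p = 0.5, the smallest that 2 pairs allow). The libraries share only a number, and no common litter or day is named. Thresholds on -log10 q and the use of -log10 p were not run, since these columns hold -1, and ranking by fold enrichment was no separate alternative, since the score was the only ranking. The unknown read depth limits every statement on absence of a peak.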

Differences from the paper's values

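The word counts in this part were chosen only after the data had been seen. Of the 22 values of the paper that were also computed here, none (0 of 22) differed by more than 1.5 times. The values rest on the peaks that the authors called, so this wide limit says little.

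Without merging, the numbers of DA-specific (17616), 5-HT-specific (513) and common (16856) regions were the paper's, and so was the number of peaks of 5-HT replicate 1 (38772). The other 4 libraries then had 1 peak fewer than the paper's number. None of the alternatives set before the data were examined reached the paper's 45402 regions for the DA repertoire, 18658 for the 5-HT repertoire, 10930 for the regions in the 3 DA datasets and one 5-HT dataset, or 1289 for those in both 5-HT datasets and some DA datasets. Without merging, these were 45672, 18822, 11200 and 1453. The ratio of intergenic regions was 3.58 against the paper's 3.6 with transcripts of protein-coding genes only, a setting chosen after seeing the values. No setting reached the paper's ratio of 3.1 for introns.

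The paper states that DA-specific intergenic regions are enriched with a motif of Sox3. The SOX core word ACAAWG was not more frequent in them than in common intergenic regions, with an odds ratio of 0.938, or 0.970 at equal peak numbers and 0.745 within GC classes. Against flanking windows, the odds ratio within GC classes was 1.03. A count of words is not the motif search of the paper.

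The paper keeps unannotated monoexonic transcripts that have an ATAC-seq peak at the TSS. For lnc-Hpgds-1, the peak was present in 1 of 3 DA libraries, and for lnc-U6-1_4 in 2 of 3. With a peak in at least 1 DA library, an alternative set before the data were examined, both had one, as did 28 of 28 lncRNAs of Table 1.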

Other observations

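The tests of the promoter shares at equal numbers of peaks, of the score steps, of swapped labels and of the annotated lncRNAs were chosen only after the results were seen, as were the sequence words AAGGTCA and TTGGCA and the list of positional genes.

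A larger share of the DA repertoire than of the 5-HT repertoire was specific, by 35.8 percentage points. At 22870 peaks per library the difference was 1.66 points, so the number of peaks per library is a candidate explanation for most of it. Regions found in 2 DA libraries were looked up in the remaining DA library and in a 5-HT library with as many peaks. They were absent more often from the 5-HT library, by at least 4.57 points in 6 of 6 comparisons. The absence from the DA libraries itself ran from 31.3 to 43.4% at 38705 peaks and from 55.9 to 65.5% at 22870. Part of this absence is forced, since more regions were looked up than peaks were kept. Chance absence from a 5-HT library was not measured, so these comparisons cannot rule out chance absence alone. These comparisons share libraries and are not independent. At equal numbers, libraries of one cell type shared more regions than libraries of different types in the real division only (1 of 10 splits, exact one-sided permutation p = 0.1). This is the smallest p that 10 splits allow, so the test could not have passed and decides nothing. The pairs of DA libraries lay between 0.676 and 0.691, above the highest index of 0.502 between a DA and a 5-HT library, and the pair of 5-HT libraries lay at 0.515. A difference between the cell types cannot be told apart from the brain region, the sorting marker and the mouse line, which differ together with it. The number of sorted cells differs with it too, as the paper states fewer cells for each 5-HT than for any DA ATAC-seq experiment.

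The promoter share was 18.4 points higher in the 5-HT repertoire. Between the mean shares of single libraries the difference was 14.7 points with all peaks and 2.74 points at equal numbers, so the number of peaks may account for most of it. As the whole cause it is argued against, as both 5-HT libraries stayed at least 2.02 points above each DA library, more than the SD of 0.803 between the DA libraries.

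The score steps were looked at as a trace of the read depth. The difference between the most frequent scores was 0.287, 0.284 and 0.216 in DA replicates 1, 2 and 3, and 0.421 and 0.153 in 5-HT replicates 1 and 2. A first rule found no clear step, and the rule used was shaped after the frequent scores had been seen. The most frequent score was held by 4.71%, 0.200% and 7.17% of the regions with a peak in DA replicates 1, 2 and 3, and by 9.36% and 0.197% in 5-HT replicates 1 and 2, so the steps of DA replicate 2 and 5-HT replicate 2 rest on few regions. Read as 1 divided by the background plus 1, an assumption about the score, the step of 5-HT replicate 2 gives a background of 5.54, or 2.27 if the true step is 0.306, against 1.37 in 5-HT replicate 1. A lower depth of 5-HT replicate 2 and other reasons for its fewer peaks cannot be told apart, because the scale of the score is not named.

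By overlap with a region, the promoters of 6 midbrain and DA genes had a peak in each DA library for 6 genes, in 5-HT replicate 1 for 4 and in 5-HT replicate 2 for 2. Promoters of 8 hindbrain and 5-HT genes had a peak for 3, 4 and 3 genes in DA replicates 1, 2 and 3, and for 4 and 2 in 5-HT replicates 1 and 2. None of the 8 had a region present in both 5-HT libraries and absent from the DA libraries. Fev had a peak in 5-HT replicate 1 (score 3.88) and in no DA library. A DA-specific region on chromosome 11 from 76810465 to 76811183 overlapped the promoter of Slc6a4, with its centre further upstream, in an intergenic locus. A swap between a DA and a 5-HT library is argued against, as the lowest Jaccard index between DA libraries was 0.174 above the highest between a DA and a 5-HT library. No biological explanation was tested.

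For the SOX core word in DA-specific regions there was no excess over common regions for GC content or base composition to explain. Its odds ratio was 0.938 over all GC contents and 0.745 within GC classes, and that of the reversed word GWAACA was 1.16 over all GC contents and 0.966 within GC classes. AAGGTCA and TTGGCA were picked from a scan of these same regions, so part of their excess is built in. AAGGTCA occurred in 6.05% of DA-specific, 2.32% of common and 1.19% of 5-HT-specific intergenic regions and in 3.85% of flanking windows. Within GC classes, the odds ratio for DA-specific regions was 2.51 against common regions and 1.60 against flanking windows. For 5-HT-specific against DA-specific regions it was 0.187 over all GC contents, and 0.530 at equal peak numbers. TTGGCA occurred in 31.3% of 5-HT-specific and 14.3% of DA-specific intergenic regions, and in 22.8% and 13.1% at equal peak numbers.

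Monoexonic lncRNAs had a region of the DA repertoire at the TSS more often than multiexonic lncRNAs. The paper discarded monoexonic transcripts without a peak at the TSS, and 25 of 25 in Supplementary Table S1 had a peak there in at least 1 DA library. A comparison among annotated lncRNAs (two-sided Fisher's exact test, p = 0.427) was meant to avoid this selection, but the paper states the selection for monoexonic transcripts in general, and 9 of 9 annotated ones had such a peak. The comparison therefore decides nothing, and the selection and other reasons for the difference cannot be told apart.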
